# PRMT3 drives PD-L1-mediated immune escape through activating PDHK1-regulated glycolysis in hepatocellular carcinoma

**DOI:** 10.1038/s41419-025-07482-7

**Published:** 2025-03-06

**Authors:** Chen-Hong Ding, Fang-Zhi Yan, Bo-Nan Xu, Hui Qian, Xia-Lu Hong, Shu-Qing Liu, Yuan-Yuan Luo, Si-Han Wu, Ling-Yan Cai, Xin Zhang, Wei-Fen Xie

**Keywords:** Cancer metabolism, Tumour immunology

## Abstract

Aberrant expression of programmed death ligand-1 (PD-L1) facilitates tumor immune evasion. Protein arginine methyltransferase 3 (PRMT3), a member of type I PRMT family, mediates asymmetric dimethylarginine (ADMA) modification of various substrate proteins. This study investigates the role of PRMT3 in PD-L1-associated tumor immunosuppression in hepatocellular carcinoma (HCC). Hepatocyte-specific knockout of *Prmt3* significantly suppressed HCC progression in DEN-CCL_4_-treated mice. Knockout of *Prmt3* in HCC cells markedly increased CD8^+^ T cell infiltration, and reduced lactate production in tumors. PRMT3 interacted with pyruvate dehydrogenase kinase 1 (PDHK1), asymmetric dimethylation of PDHK1 at arginine 363 and 368 residues and increased its kinase activity. The R363/368 K mutant or inhibition of PDHK1 by JX06 blocked the effect of PRMT3 on lactate production. JX06 treatment also attenuated the tumor-promoting role of PRMT3 in HCC in vitro and in vivo. Furthermore, RNA-seq analysis revealed that knockout of PRMT3 downregulates the tumor-associated immune checkpoint, PD-L1, in tumor tissues. Chromatin immunoprecipitation (ChIP) assay demonstrated that PRMT3 promotes lactate-induced PD-L1 expression by enhancing the direct binding of histone H3 lysine 18 lactylation (H3K18la) to the PD-L1 promoter. Tissue microarray analysis showed a positive correlation between PRMT3 and PD-L1 expression in HCC patients. Anti-PD-L1 treatment reversed PRMT3-induced tumor growth and restored CD8^+^ T cell infiltration. Our research links PRMT3-mediated metabolic reprogramming and immune evasion, revealing that the PRMT3-PDHK1-lactate-PD-L1 axis may be a potential target for improving the efficacy of immunotherapy in HCC.

## Introduction

Hepatocellular carcinoma (HCC), the primary form of liver cancer, is the third leading cause of cancer-related mortality worldwide [1]. For the advanced HCC patients who are not suitable for surgery, chemotherapy, radiotherapy, targeted therapy, and immunotherapy are the main treatment options. Immune checkpoint blockade (ICB), particularly targeting programmed cell death protein 1 (PD-1) and its ligand PD-L1, has demonstrated promising clinical benefits as monotherapy for advanced HCC patients, and combining it with other therapeutic agents may further enhance its effectiveness [2–4]. The IMbrave150 trial revealed that atezolizumab plus bevacizumab offered unprecedented overall survival (OS) benefits compared to sorafenib [2]. However, other ICB therapy clinical trials, had limited benefit, highlighting the need to further investigate mechanisms of immunotherapy [3, 4]. PD-L1, which is often expressed in tumor cells, interacts with PD-1 on infiltrating immune cells, thereby facilitating tumor immune evasion [5]. Extensive research aimed at identifying more effective immune checkpoint molecules has shown that tumor PD-L1 expression is still a promising but not perfect biomarker for predicting immunotherapy response [6, 7]. Therefore, further investigation into the molecular mechanisms regulating PD-L1 expression is essential for developing foundational strategies in ICB therapy and improving the effectiveness of immunotherapy for HCC patients.

Metabolic dysfunction plays a critical role in tumor development and affects the efficacy of immunotherapy [8]. A hallmark of cancer, aerobic glycolysis—commonly known as the Warburg effect—characterizes the energy metabolism of most tumor cells [9]. This metabolic shift allows tumor cells to rapidly proliferate by utilizing glucose, even in the presence of oxygen, and results in the production and release of large amounts of lactate into the tumor microenvironment. Accumulated lactate significantly impacts tumor progression, correlating with increased metastasis and poorer survival outcomes [10]. Previous studies have shown that lactate creates an immune-tolerant microenvironment by impairing various immune cells. Lactate suppresses the cytotoxic function of T cells and reduces the secretion of Interferon gamma (IFN-γ) by Natural Killer cells [11]. Recent studies also revealed that glycolytic-dominant metabolic reprogramming influences PD-L1 expression. For example, tumor-derived exosomes induced glucose metabolic reprogramming in macrophages drives PD-L1 expression through NF-kB activation [12]. In lung cancer cells, lactate promotes PD-L1 expression by activating G protein-coupled receptor 81 [13]. Notably, lactylation, a lactate-mediated modification of proteins, particularly histone lactylation, has emerged as a novel epigenetic modification that promotes downstream gene transcription and contributes to tumor development [14–16]. However, the role of histone lactylation, which connects metabolic and epigenetic regulation, in HCC tumor immunity remains not fully understood.

The family of protein arginine methyltransferases (PRMTs) plays a crucial role in various cellular processes and diseases by mediating methylation modifications on arginine residues of substrate proteins [17–21]. In our previous study investigating the involvement of PRMTs in HCC, we observed a notable upregulation of PRMT3 expression in HCC tissues, suggesting that PRMT3 may play a functional role in HCC [22]. PRMT3, a type I PRMT, primarily catalyzes the formation of asymmetric dimethylarginine (ADMA) on both histone and non-histone proteins. Elevated PRMT3 expression has been observed in various tumors and is linked to poor clinical outcomes, including in pancreatic cancer, glioblastoma, and HCC [23–26]. Previous studies have identified numerous metabolic enzymes interacting with PRMT3, indicating PRMT3’s involvement in metabolic modulation [27]. A recent report showed that PRMT3-mediated methylation of glyceraldehyde-3-phosphate dehydrogenase (GAPDH) at R248 enhances its catalytic activity, thus increasing glycolysis in pancreatic cancer cells [23]. Another study demonstrates that PRMT3 promotes aerobic glycolysis by methylating lactate dehydrogenase A (LDHA) at R112 in HCC cells [26]. Despite these findings, the role of PRMT3 in HCC and its impact on tumor immunity through metabolic reprogramming remain underexplored.

In this study, we found that knockout of *Prmt3* significantly suppressed HCC progression in mouse HCC models, accompanied by a marked increase in CD8^+^ T cell infiltration and a reduction in lactate production within tumors. We identified pyruvate dehydrogenase kinase 1 (PDHK1) as a substrate of PRMT3 that is associated aerobic glycolysis. PRMT3 promotes HCC growth through asymmetric dimethylation of PDHK1 at arginine 363/368, resulting in enhanced lactate accumulation. This elevated lactate subsequently facilitates histone lactylation, which epigenetically upregulates PD-L1 expression by increasing the binding of histone H3 lysine 18 lactylation (H3K18la) at the PD-L1 promoter. Importantly, treatment with anti-PD-L1 antibodies inhibited the oncogenic effects of PRMT3 and restored CD8^+^ T cell infiltration. Our research establishes a mechanistic link between PRMT3-mediated metabolic reprogramming and tumor immunity.

## Results

### PRMT3 plays oncogenic role in HCC

Previous studies have shown that PRMT3 is upregulated in human HCC tissues and promotes the proliferation of HCC cells [26]. Consistent with these findings, we observed a significant increase in PRMT3 expression in HCC tissues. High PRMT3 expression was correlated with poor prognosis in HCC patients (Supplementary Fig. S1A–1C). In Huh7 cells, overexpression of PRMT3 promotes proliferation, migration, and invasion, while knockdown of PRMT3 or targeting PRMT3 with SGC707 effectively suppresses these malignant phenotypes (Supplementary Fig. S1D–1F). Collectively, these results demonstrated the oncogenic role of PRMT3 in HCC.

### Knockout of *Prmt3* suppresses tumor progression and increases CD8^+^ T cell infiltration in mouse tumors

The liver-specific Prmt3 knockout mouse (termed as *Prmt3*^*LKO*^) were generated by mating the albumin-Cre (Alb-Cre) mice with *Prmt3*^*f/f*^ mice. To evaluate the role of PRMT3 in hepatocarcinogenesis, primary HCC was induced by treatment with diethylnitrosamine (DEN) and carbon tetrachloride (CCl_4_) in *Prmt3*^*f/f*^ and *Prmt3*^*LKO*^ mice (Fig. 1A, Supplementary Fig. S2A). Tumor nodules appeared in the livers of both *Prmt3*^*f/f*^ and *Prmt3*^*LKO*^ mice at 18-week-old. The liver-to-body weight ratio remained unchanged in both groups of mice. With extended DEN-CCl_4_ treatment, deletion of *Prmt3* significantly reduced tumor burden, as evidenced by liver/body weight ratio, tumor number, and tumor size, but did not affect the incidence of tumor formation at 26-week-old (Fig. 1B–D). Ki67 staining further confirmed that tumor cell proliferation decreased in 26-week-old *Prmt3*^*LKO*^ mice. Notably, CD8^+^ T cell infiltration in the tumors of *Prmt3*^*LKO*^ mice was markedly increased compared to *Prmt3*^*f/f*^ mice (Fig. 1E, Supplementary Fig. S2B). Additionally, multiplex immunofluorescence results indicated that *Prmt3* knockout enhanced the proportion of activated CD8^+^ T cells (Granzyme B^+^CD8^+^) while decreased the proportion of exhausted CD8^+^ T cells (PD-1^+^ CD8^+^) infiltrating tumors (Fig. 1F). To evaluate the role of T cells in the impact of Prmt3 on tumor growth, *Prmt3* knockout (*Prmt3*^*KO*^) and control Hepa1-6 cells were inoculated into BALB/c-nu/nu (nude) mice and immunocompetent C57BL/6 mice. Consistently, the growth of *Prmt3*^*KO*^ HCC xenograft was significantly reduced, nearly eliminated, in C57BL/6 mice compared to that in nude mice (Supplementary Fig. S2C–E). Additionally, *Prmt3* knockout also enhanced CD8^+^ T cell infiltration in Hepa1-6 tumors derived from C57BL/6 mice (Supplementary Fig. S2F). These results suggest that T cell infiltration contributes to the inhibitory effect of *Prmt3* knockout on tumor growth.

**Fig. 1:**
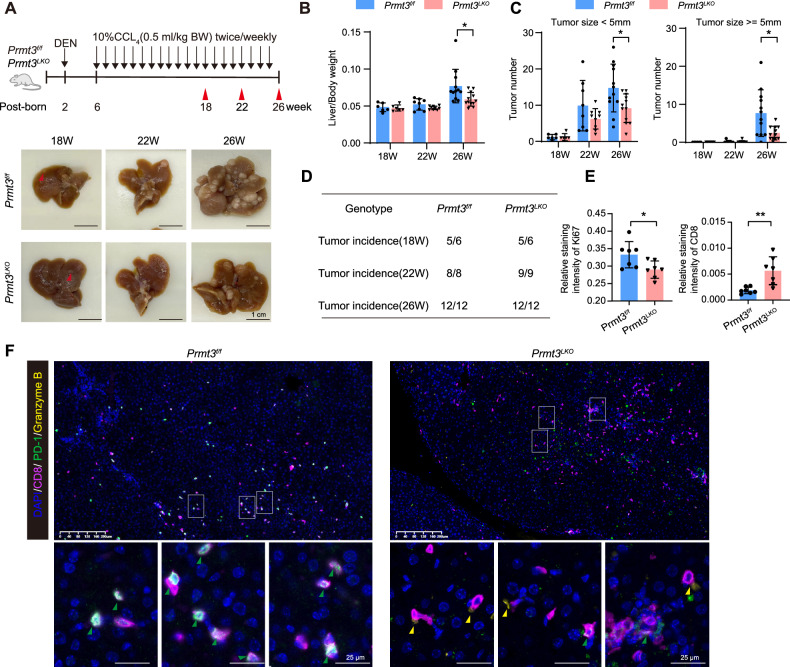
*Prmt3* deletion suppresses tumor progression and increases CD8^+^ T cell infiltration in mouse tumors. **A** Schematic depiction of the HCC model induced by DEN-CCl_4_ (upper). Representative images of livers derived from *Prmt3*^*f/f*^ and *Prmt3*^*LKO*^ mice at different time points (lower). Red arrows indicate tumor nodes. Scale bar, 1 cm. **B** Liver/body weight ratio in *Prmt3*^*f/f*^ and *Prmt3*^*LKO*^ mice at different time points. *P < 0.05. **C** Number and size of tumor nodules on the liver surface in both groups. *P < 0.05. **D** Tumor incidence scored at different time points in both groups. The number of mice recorded at different time points in **B**, **C**, and **D** was consistent with the number shown in **D**. **E** Statistical analysis of Ki67 and CD8 expression in tumor tissues of *Prmt3*^*f/f*^ and *Prmt3*^*LKO*^ mice at 26 weeks via immunohistochemistry. *n* = 7 in each group. * *P* < 0.05, ** *P* < 0.01. **F** Representative images of CD8, PD-1, and Granzyme B (GrB) detection via multiplex immunofluorescences in tumors of *Prmt3*^*f/f*^ and *Prmt3*^*LKO*^ mice. Green arrows indicate PD-1^+^ CD8^+^ cells and yellow arrows indicate GrB^+^CD8^+^ cells. Scale bar, 25 μm. The data are presented as mean ± SD, and the statistical tests were all two-tailed.

### PRMT3 promotes lactate accumulation through methylation of PDHK1

Previous research has established a strong link between tumor immunity and metabolic alterations, including glucose, fatty acid, cholesterol, and amino acid metabolism [8, 28–30]. Methionine metabolism generates S-Adenosylmethionine (SAM), which serve as the methyl donor facilitating methylation modifications carried out by PRMTs [31]. To identify metabolites linked to CD8^+^ T cell infiltration, we then analyzed lactate, triglycerides (TG), total cholesterol (TC), and methionine levels in DEN-CCl_4_-induced tumors from *Prmt3*^*f/f*^ mice and *Prmt3*^*LK*O^ mice. We found that lactate production was significantly reduced in *Prmt3*^*LK*O^ mice compared to *Prmt3*^*f/f*^ mice. Conversely, *Prmt3* depletion did not significantly affect TG, TC, or methionine levels (Fig. 2A). Additionally, in Hepa1-6 subcutaneous tumors derived from either nude mice or C57BL/6 mice, *Prmt3* knockout also significantly decreased lactate production (Fig. 2B). These results indicate that knockout of *Prmt3* reduced lactate production, which may contribute to the increased CD8^+^ T cell infiltration in tumors.

**Fig. 2:**
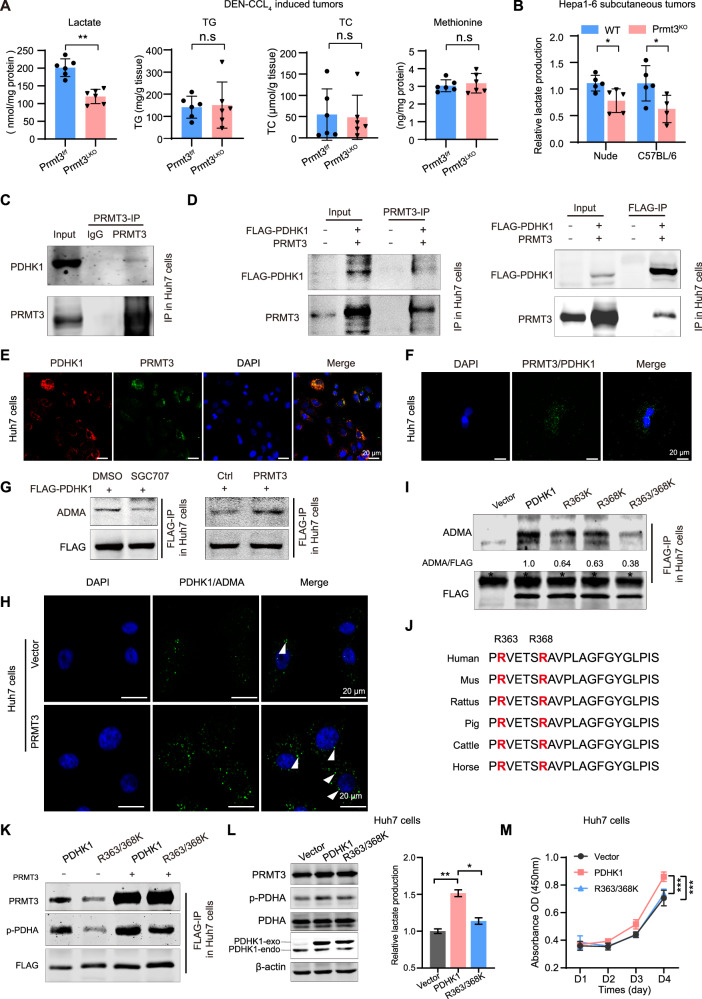
PRMT3 promotes lactate accumulation by methylating PDHK1. **A** Lactate levels, triglyceride (TG) levels, total cholesterol (TC) levels, and methionine levels were detected in tumors derived from DEN-CCL_4_-induced HCC. *n* = 6 in each group. ** *P* < 0.01, n.s, no significant difference. **B** Lactate levels were detected in subcutaneous Hepa1-6 tumors derived from nude mice and C57BL/6 mice. *n* = 5 or 4 in each group. Each point represents data from one individual mouse. * *P* < 0.05. **C** Cell extracts from Huh7 cells with PRMT3 overexpression were subjected to immunoprecipitation using an anti-PRMT3 antibody, followed by immunoblotting to detect PDHK1. **D** The binding of PRMT3 and PDHK1 in Huh7 cells transfected with HA-PRMT3 and FLAG-PDHK1 were verified by reciprocal immunoprecipitation assays. **E** The colocalization of PRMT3 and PDHK1 in Huh7 cells was measured by immunofluorescence assay. Scale bar, 20 μm. Pearson’s correlation coefficient (PCC) for evaluating the colocalization of PRMT3 and PDHK1 was analyzed using ImageJ software [72]. The mean PCC R value obtained was 0.82 (R = 0.82). **F** Representative images of PLA performed in Huh7 cells using antibodies against PDHK1 and PRMT3 were shown. Scale bar, 20 μm. The green dots indicated PDHK1 interacting with PRMT3. **G** PDHK1 was immunoprecipitated from Huh7 cells treated as indicated, and ADMA levels were subsequently detected by immunoblot analysis. **H** Representative images of PLA performed in Huh7 cells with PRMT3 overexpression using antibodies against PDHK1 and ADMA were shown. Scale bar, 20 μm. The green dots, as indicated by the white arrows, represent PDHK1 that has undergone ADMA modification. **I** Wildtype PDHK1, R363K mutant, R368K mutant, R363/ R368K mutant, and their corresponding vector control were transfected into Huh7 cells with PRMT3 overexpression. Subsequently, these PDHK1 variants were immunoprecipitated using Anti-FLAG beads and subjected to immunoblot analysis to detect the level of ADMA. * indicated heavy chain. **J** The amino acid sequences containing the R363 and R368 sites in various species. **K** Wildtype PDHK1 and R363/R368K were transfected in Huh7 cells with or without PRMT3 overexpression for 48 hours. Subsequently, PDHK1 and R363/R368K mutations were immunoprecipitated with Anti-FLAG beads and subjected to immunoblot analysis to detect the p-PDHA level. **L** Wildtype PDHK1, R363/R368K, and their corresponding vector control were transfected in Huh7 cells with PRMT3 overexpression for 48 hours. Then the levels of PDHA, p-PDHA and lactate were detected. **M** Wildtype PDHK1, R363/R368K, and their corresponding vector control were transfected in Huh7 cells with PRMT3 overexpression for 12 hours. Subsequently, the cells were seeded into a 96-well plate at a density of 5000 cells per well to assess proliferation at the indicated time points. The data are presented as mean ± SD, and the statistical tests were all two-tailed.

Next, we investigated the molecular mechanism of PRMT3 in driving lactate accumulation. In Hepa1-6 cells, knockout of Prmt3 inhibited cellular malignancy phenotypes, including proliferation, migration, and invasion and was associated with decreased intracellular lactate accumulation, while elevated Prmt3 expression exerted the opposite effect (Supplementary Fig. S3A–C). In Huh7 cells, lactate accumulation and the activation of glycolysis were observed upon PRMT3 overexpression suggested that PRMT3 is involved in regulating the glycolytic metabolism (Supplementary Fig. S3D–G). It is well-documented that aberrantly activated PDHK1 phosphorylates and inactivates the pyruvate dehydrogenase complex (PDC), which impedes the oxidative phosphorylation pathway and promotes glycolysis in tumors (Supplementary Fig. S3H) [32]. Reciprocal immunoprecipitation assays (IP) revealed the interaction between PRMT3 and PDHK1, a key regulator of glycolysis in Huh7 cells (Fig. 2C–D). Immunofluorescence (IF) and proximity ligation assays (PLA) further confirmed the binding of endogenous PRMT3 to PDHK1 (Fig. 2E–F). This interaction suggested that PDHK1 is the potential substrate of PRMT3. We further evaluated the PRMT3-catalyzed ADMA modification of PDHK1 using immunoprecipitation followed by immunoblotting assays (IP-IB). IP-IB analysis showed that inhibiting PRMT3 reduced, whereas upregulating PRMT3 increased the ADMA modification of PDHK1 in Huh7 cells (Fig. 2G). Moreover, PLA assay using PDHK1 and ADMA antibodies also confirmed that PRMT3 promotes the ADMA modification of PDHK1(Fig. 2H).

To identify methylation sites, we conducted mass spectrometry (MS) analysis on PDHK1 proteins immunoprecipitated from Huh7 cells with PRMT3 overexpression. However, PDHK1 protein (NP_001265478.1), rich in arginine (R) and lysine (K) residues (over 50 within its 434 amino acid sequence), tends to fragment into small peptides ( < 6 aa) that are challenging to identify via MS. To address this issue, we generated a series of PDHK1 mutations (R2/5/8 K, R86K, R164/166/168 K, R208/212 K, R233K, R257/258 K, R315K, R339K, R363/368 K) substituting all R residues with K, excluding MS-identified peptides (Supplementary Table S1). IP-IB results revealed that R363/368 K mutation significantly reduced the ADMA level of PDHK1 (Supplementary Fig. S3I, Fig. 2I). The high conservation of arginine residue sequence across species suggests a potential biological function for this methylation (Fig. 2J). Previous studies have demonstrated that activated PDHK1 enhances its binding to its substrate PDH, increased phosphorylation of PDH at the serine 293 site (termed as p-PDHA in this paper) [33]. Our IP results showed that PRMT3 significantly increased PDHK1-mediated phosphorylated PDHA, whereas the R363/368 K mutant attenuated this effect (Fig. 2K). Moreover, the R363/368 K mutant decreased the level of p-PDHA, reduced lactate production, and inhibited tumor cell proliferation in Huh7 cells compared to wild-type PDHK1 (Fig. 2L-M). Collectively, these results indicate that PRMT3 promotes lactate accumulation by methylating PDHK1.

### Methylation of PDHK1 is responsible for the tumor-promoting effects of PRMT3 in HCC

To assess the impact of PDHK1’s methylation activity involved in the oncogenic role of PRMT3 in HCC, we analyzed the levels of p-PDHA in Huh7 cells. Immunoblot analysis revealed that upregulation of PRMT3 increases p-PDHA, while inhibition or downregulation of PRMT3 significantly reduces p-PDHA without affecting PDHK1 protein levels (Fig. 3A). SGC707 treatment also reduced p-PDHA levels and lactate levels in Huh7 xenografts (Supplementary Fig. S4A-B). These findings suggest PRMT3 increases the endogenous PDHK1 activity. We then employed the PDHK1 inhibitor JX06 to investigate the role of PDHK1 in PRMT3 function [34]. In Huh7 cells, JX06 treatment effectively abolished the malignant phenotype induced by PRMT3, including proliferation, migration, and invasion in Huh7 cells (Fig. 3B–C). Furthermore, in Huh7 xenograft mouse model, JX06 treatment diminished the tumor-promoting effects of PRMT3 (Fig. 3D–F). Additionally, JX06 treatment blocked the increased p-PDHA and lactate levels induced by PRMT3 in the tumors (Fig. 3G–H, Supplementary Fig. S4C).

**Fig. 3:**
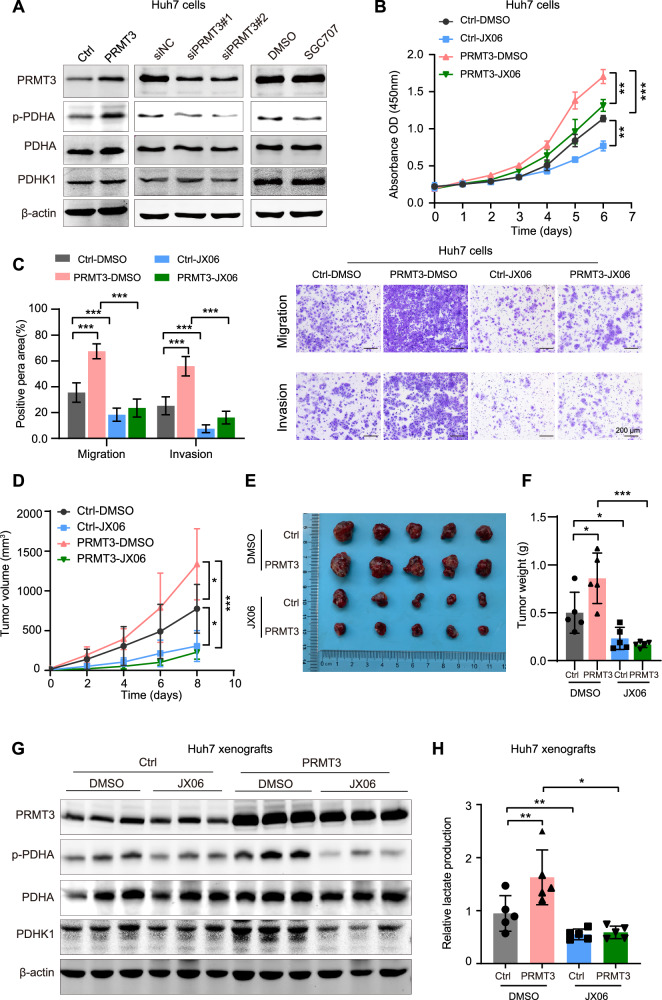
Methylation of PDHK1 is responsible for the oncogenic role of PRMT3 in HCC. **A** Immunoblot analysis of the PDHA and phosphorylated PDHA levels in Huh7 cells with indicated treatments. The proliferation capacity (**B**), and migration and invasion capacity (**C**) of the indicated cells were evaluated. Huh7 cells were infected with Lenti-PRMT3 or Lenti-Ctrl and then treated with JX06 (200 nM) or DMSO. The representative images of stained transwell chamber were shown at the right of Fig. 3C. Scale bar, 200 μm. ** *P* < 0.01, *** *P* < 0.001. The tumor growth curve (**D**), tumor images (**E**), and tumor weight (**F**) of Huh7 xenografts were shown. *n* = 5 in each group. Huh7 cells infected with Lenti-PRMT3 or Lenti-Ctrl were inoculated into nude mice. Tumor-bearing mice were then administered JX06 or vehicle via intraperitoneal injection every 2 days at a dose of 30 mg/kg. * *P* < 0.05, *** *P* < 0.001. **G** Immunoblot analysis of PRMT3, PDHK1, and p-PDHA (phosphorylated PDHA) levels in Huh7 xenografts derived from nude mice. **H** Lactate production was measured in Huh7 xenografts obtained from nude mice. *n* = 5 in each group. * *P* < 0.05, ** *P* < 0.01. The data are presented as mean ± SD, and the statistical tests were all two-tailed.

We then evaluated the PDHK1 role in Hepa1-6 cells and found that JX06 treatment also effectively eliminated the increased p-PDHA and lactate levels induced by Prmt3 (Supplementary Fig. S5A). To further explore whether the immune microenvironment affects the contribution of PDHK1 to PRMT3’s oncogenic role, we inoculated Hepa1-6 cells with or without Prmt3 overexpression into nude mice and immunocompetent C57BL/6 mice, respectively. Consistent with the results observed in the Huh7 cell subcutaneous model, Prmt3 overexpression increased tumor growth in both mouse strains. Notably, JX06 treatment effectively blocked the tumor-promoting effects of Prmt3 in nude mice, and exhibited a more pronounced inhibition in C57BL/6 mice (Supplementary Fig. S5B–E). These findings further confirmed the intrinsic role of PRMT3/PDHK1 axis in tumor promotion, and revealed that targeting PDHK1 exerts a more significant anti-tumor effect within the immune microenvironment.

### PRMT3 enhanced PD-L1 expression in tumor cells

To further investigate the effect of PRMT3 on tumor progression, we performed RNA-seq analysis on tumors isolated from *Prmt3*^*LKO*^ and *Prmt3*^*f/f*^ mice. 

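RNA was sequenced from 3 tumors of *Prmt3* f/f mice and 3 tumors of *Prmt3* LKO mice, with 1 library for each tumor. The description of the samples places the mice at 26 weeks of age. In *Prmt3* LKO mice the Alb-Cre transgene deletes the floxed part of *Prmt3* in hepatocytes, so reads of *Prmt3* from other cells of the tumor can remain. DEN had been given at 25 mg/kg at 2 weeks of age, and 10% CCl_4_ at 0.5 ml/kg from 6 weeks. The authors aligned the paired-end reads to GRCm38 with Hisat2 and deposited for each gene the number of reads counted, which is not normalized, and its FPKM, which divides this count by the length of the gene and by the total count of the tumor. The counting tool, the annotation release and the use of strand are not named in the text of the paper, so genes that overlap another gene are reported with that limit.
The total count was 21040087 in *Prmt3* f/f replicate 7, 21955431 in replicate 66 and 27976598 in replicate 71. In *Prmt3* LKO tumors it was 18440244 in replicate 92, 21299186 in replicate 93 and 20165045 in replicate 94. *Alb* alone took between 11.0% and 16.1% of the counts of a tumor. The correlation of log2 CPM, which are counts scaled by library size, was between 0.946 and 0.971 within groups and between 0.948 and 0.972 across groups. The first principal component, with 33.1% of the variance, did not part the genotypes, and the second, with 22.8%, did. Every pair of libraries differed by more than sampling noise. Counts were scaled by TMM normalization and tested with the quasi-likelihood test of edgeR over the 13892 genes that passed its filter on low counts.
*Prmt3*, the deleted gene (ENSMUSG00000030505, chromosome 7 of GRCm38 from 49778346 to 49858265), was examined first. Its level was 6.60, 8.49 and 10.2 CPM in *Prmt3* f/f replicates 7, 66 and 71, and 2.80, 2.03 and 3.82 CPM in *Prmt3* LKO replicates 92, 93 and 94. The mean in *Prmt3* LKO tumors was 34.3% of that in *Prmt3* f/f tumors, a log2 fold change of -1.55 (standard error 0.29, adjusted p = 0.592 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This adjustment runs over all genes tested, although *Prmt3* was named beforehand. The quasi-likelihood test gave an unadjusted p of 0.000827, and 0.0124 when adjusted over the 15 genes the paper names for this comparison. All 3 *Prmt3* LKO tumors lay below all 3 *Prmt3* f/f tumors, and an exact two-sided permutation test gave p = 0.1, the smallest that 3 tumors against 3 allow. The p adjusted over all genes was 0.00357 with DESeq2 and ranged up to 0.996 over the alternatives. The log2 fold change stayed between -1.80 and -1.34 with each tumor left out in turn. It moved most on FPKM with a pseudocount of 1, to -0.81. The locus also holds the predicted gene Gm26856, whose reads could have been split from those of *Prmt3*.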

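Differential expression between *Prmt3* LKO and *Prmt3* f/f tumors was counted at an adjusted p under 0.05 with a fold change of at least 2 or at most 0.5. None of the 13892 genes tested passed these limits in either direction. The smallest adjusted p was 0.0879, for *Bola1*, which was picked out after its values were seen and fell by 2.28 on the log2 scale (standard error 0.21, edgeR's quasi-likelihood test) from 11.2 ± 1.16 CPM (SD, n = 3) to 2.30 ± 0.388 CPM (SD, n = 3). At an unadjusted p under 0.05 with the same fold-change limits, 246 genes were lower and 44 genes were higher in *Prmt3* LKO tumors. With each tumor left out in turn, the largest of these numbers were 373 lower, without *Prmt3* f/f replicate 71, and 103 higher, without *Prmt3* f/f replicate 7. Without the fold-change limits, 912 genes had an unadjusted p under 0.05, where 694.6 are expected by chance.
In 917 genes all *Prmt3* LKO tumors lay below all *Prmt3* f/f tumors, and in 772 genes they lay above. Together these are 12.2% of the genes tested, where chance gives 10%. Among the alternatives at an adjusted p, DESeq2 moved the counts most, to 43 genes lower and 9 genes higher at the same limits. On data simulated from these libraries with genes changed 4-fold, the quasi-likelihood test recovered 151 of 191 changed genes and DESeq2 recovered 174. They made 10 and 47 false calls among 13686 genes tested. Each gene was drawn independently, and changes near the 2-fold limit were not simulated. The simulation therefore does not give the recovery at that limit, or the share of false calls among the genes called in these tumors.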

Expression profile analysis revealed that 126 genes were upregulated and 534 genes were downregulated in *Prmt3*^*LKO*^ tissue compared to *Prmt3*^*f/f*^ tissue (Supplementary Fig. S6). 

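Pathways were examined with 8 gene lists written by hand under the names of KEGG pathways, which stand in for KEGG's own lists. As the quasi-likelihood test called no gene, 0 of the 8 lists had an excess of called genes by Fisher's exact test, and the genes were then counted at an unadjusted p under 0.05 with the same fold-change limits, a choice made after the values were seen. On this count, 1.77% of all genes tested were lower in *Prmt3* LKO tumors. The share was 22.5% of 40 tested genes in the list of chemokines and their receptors (Fisher's exact test, adjusted p = 2.0e-07 over the 8 lists). It was 17.2% of 29 genes in the primary immunodeficiency list (adjusted p = 0.000327), 14.5% of 62 genes in the hematopoietic cell lineage list (adjusted p = 5.3e-06), 13.8% of 29 genes in the list of the intestinal immune network for IgA production (adjusted p = 0.00257), and 9.09% of 88 genes in the T cell receptor list (adjusted p = 0.000327).
Genes are not independent replicates, and some of these 5 lists share T cell or MHC class II genes. In the retinol metabolism list 2 of 63 genes were lower (adjusted p = 0.320), in the complement and coagulation list 2 of 65 (adjusted p = 0.320) and in the hexokinase list 1 of 5 (adjusted p = 0.114). No list had an excess of genes that were higher in *Prmt3* LKO tumors, with 0.126 as the smallest adjusted p, for hexokinases. The median log2 fold change was -0.72 in the chemokine list, -0.55 in the primary immunodeficiency list, -0.50 in the hematopoietic list, -0.54 in the IgA list and -0.16 in the T cell receptor list, which was -0.097 without *Prmt3* f/f replicate 71. These 5 lists were past an adjusted p of 0.05 with camera at a preset correlation of 0.01, and 0 of them with fry or with an estimated correlation, where the smallest adjusted p were 0.0564 and 0.0960. Among genes called at an adjusted p, DESeq2 gave an excess in 1 list, primary immunodeficiency, with 2 of its 29 genes lower (adjusted p = 0.0288).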

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed that Prmt3 deletion affects immune-related signaling pathways (Fig. 4A). Moreover, Gene Set Enrichment Analysis (GSEA) analysis revealed an enrichment of numerous genes involved in T cell-related signaling pathways, specifically the PD-1 signaling pathway and the B7 family interactions signaling pathway (Fig. 4B). 

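The gene sets of Fig. 4B were represented by lists written by hand, with 18 genes for PD-1 signaling and 64 genes for co-stimulation by the CD28 family, which includes all 18. In the PD-1 list 15 of 17 tested genes were lower in *Prmt3* LKO tumors, with a median log2 fold change of -1.04 (camera with a preset correlation of 0.01, p = 1.5e-10; fry, p = 0.0254; camera with an estimated correlation, p = 0.0321). The mean log2 level of the list, relative to the mean of the *Prmt3* f/f tumors, was 0.25, -0.12 and -0.14 in *Prmt3* f/f replicates 7, 66 and 71 and -1.54, -0.45 and -0.84 in *Prmt3* LKO replicates 92, 93 and 94 (exact two-sided permutation test, p = 0.1, the smallest possible). The normalized enrichment score from preranked GSEA on the signal-to-noise ratio was -1.85, with p = 0.000145, the smallest that its 10000 permutations of genes could give for this list.
In the CD28 list 43 of 62 genes were lower, with a median of -0.14 (camera, p = 8.9e-06; fry, p = 0.0294; estimated correlation, p = 0.0404) and a normalized enrichment score of -1.94. The 17 tested genes of the PD-1 list are among these 62, so the result of the CD28 list is not independent of that of the PD-1 list. The median of the PD-1 list moved most when a tumor was left out, to -0.70 without *Prmt3* LKO replicate 92 and to -1.25 without *Prmt3* LKO replicate 93. That of the CD28 list moved most to -0.22, without *Prmt3* f/f replicate 66. Gene by gene, 9 of the 17 genes of the PD-1 list had an unadjusted p under 0.05, while 0 passed an adjusted p of 0.05 over all genes tested and 0 when adjusted over the list alone, where the smallest adjusted p was 0.0710. In the CD28 list 14 of 62 genes had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone, where the smallest was 0.182. Of the 18 genes of the PD-1 list, 8 are also in the list of T cell genes written by hand, which lacks *Cd4* and *Pdcd1*, and 3 are MHC class II genes.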

Of note, a heatmap based on GSEA showed several tumor-associated immune checkpoints, such as *H2-Ab1, CD86, CD80, and CD276, CD274 (Pdl1)*, were downregulated upon Prmt3 deletion (Fig. 4C). 

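Among the checkpoint genes of the heatmap, *H2-Ab1* (ENSMUSG00000073421, chromosome 17) went from 175.5 ± 51.7 CPM (SD, n = 3) in *Prmt3* f/f tumors to 96.4 ± 26.5 CPM (SD, n = 3) in *Prmt3* LKO tumors, a log2 fold change of -0.86 (standard error 0.27, adjusted p = 0.640 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cd80* (ENSMUSG00000075122, chromosome 16) went from 1.74 ± 1.06 to 0.338 ± 0.316 CPM, a log2 fold change of -2.31 (standard error 0.77, adjusted p = 0.648). It was counted 5, 15 and 1 times in the *Prmt3* LKO tumors, so its fold change rests on few reads. *Cd86* (ENSMUSG00000022901, chromosome 16) went from 8.84 ± 1.76 to 6.15 ± 1.02 CPM, a log2 fold change of -0.52 (standard error 0.22, adjusted p = 0.750). *Cd274*, which encodes Pdl1 (ENSMUSG00000016496, chromosome 19 of GRCm38 from 29367455 to 29388095), went from 6.23 ± 1.02 to 4.05 ± 1.11 CPM, a log2 fold change of -0.62 (standard error 0.26, adjusted p = 0.750). *Prmt3* LKO replicate 93, at 5.32 CPM, lay above *Prmt3* f/f replicate 7, at 5.17 CPM, and the exact two-sided permutation test gave p = 0.2.
*H2-Ab1*, *Cd80* and *Cd86* were lower in every *Prmt3* LKO tumor than in every *Prmt3* f/f tumor, for which the exact permutation test gave p = 0.1. *Cd276* (ENSMUSG00000035914, chromosome 9) differed by less than the spread between tumors, with 29.7 ± 2.35 and 26.9 ± 5.97 CPM and a log2 fold change of -0.14 (standard error 0.19, adjusted p = 0.957), and without *Prmt3* LKO replicate 94 its sign turned, to 0.022. Its locus overlaps the predicted gene Gm10657. *Lgals9*, shown as Galectin-9 in the heatmap, was higher in every *Prmt3* LKO tumor, with a log2 fold change of 0.22 (standard error 0.16, adjusted p = 0.897), and 0.15 without *Prmt3* f/f replicate 66. Adjusted over the list alone, that is over the 6 heatmap genes, 0 genes passed an adjusted p of 0.05 and the smallest was 0.0548. This is not independent evidence, as the paper took the genes from these tumors. The paper states that checkpoint genes such as *H2-Ab1*, *Cd86*, *Cd80*, *Cd276* and *Cd274* were lower, then measured the heatmap genes by RT-PCR and Pdl1 as protein, and from these and its cell line data proposes that PRMT3 acts on the tumor microenvironment through PD-L1.

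**Figure D1:**
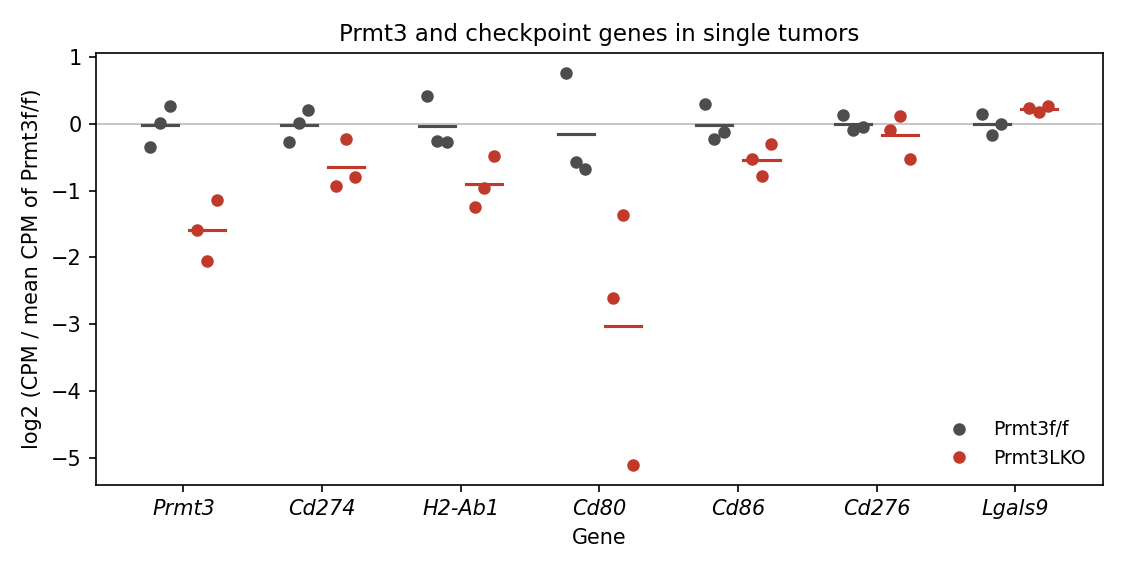
Expression of *Prmt3* and the heatmap genes in each tumor, as log2 of CPM divided by the mean CPM of the 3 *Prmt3* f/f tumors, with gray points for *Prmt3* f/f tumors, red points for *Prmt3* LKO tumors and lines for the mean of the log2 values. The *Prmt3* LKO tumors lie below the *Prmt3* f/f tumors for *Prmt3*, *H2-Ab1*, *Cd80* and *Cd86*, the groups overlap for *Cd274* and *Cd276*, and the *Prmt3* LKO tumors lie above for *Lgals9*.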

We then validated the regulation of Prmt3 on these checkpoint molecules in tumor tissues. RT-PCR results demonstrated that *Pdl1* exhibited the most significant reduction among these checkpoint molecules in the tumors from *Prmt3*^*LKO*^ mice (Fig. 4D). Immunoblot and IHC staining also confirmed the reduction in Pdl1 protein levels in tumors from *Prmt3*^*LKO*^ mice (Fig. 4E–F). In Huh7 cell xenografts treated with SGC707, inhibition of PRMT3 activity also reduced PD-L1 expression (Fig. 4G). Additionally, knockout Prmt3 significantly decreased Pdl1 expression in Hepa1-6 cells at both mRNA and protein levels (Fig. 4H). Conversely, overexpression of PRMT3 promoted PD-L1 expression in both Hepa1-6 and Huh7 cells (Fig. 4I–J). Overall, these results suggest that PRMT3 modulates the tumor microenvironment by regulating PD-L1 expression.

**Fig. 4:**
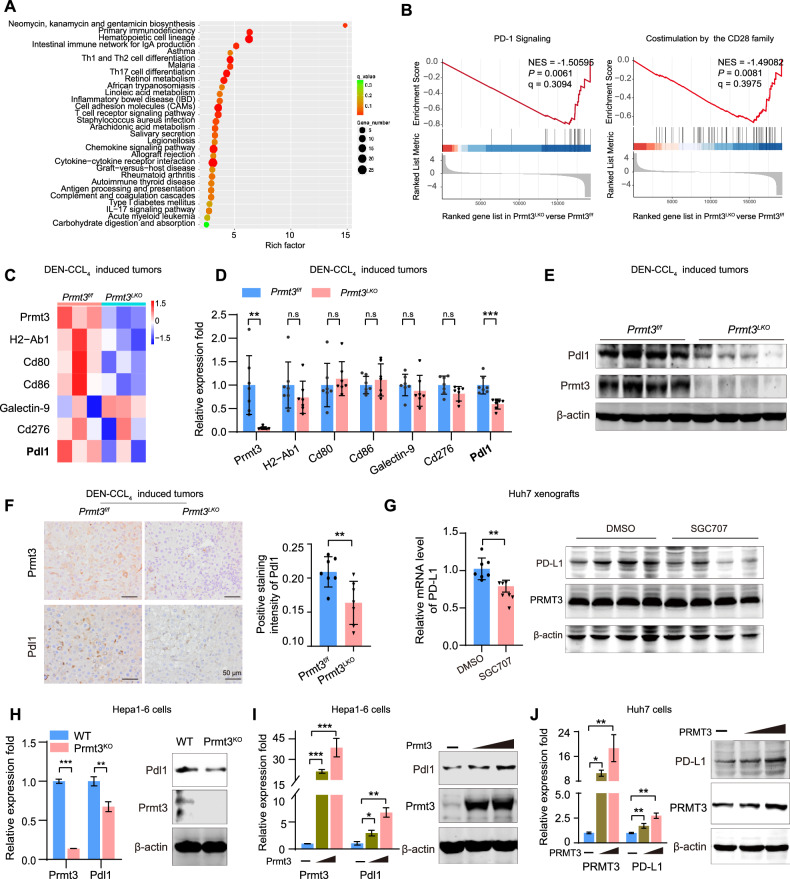
PRMT3 enhances PD-L1 expression in tumors. **A** KEGG analysis revealed the top 30 signaling pathways by utilizing RNA-seq data obtained from tumor tissues of *Prmt3*^*f/f*^ and *Prmt3*^*LKO*^ mice. *n* = 3 in each group for RNA-seq analysis. Differentially expressed genes were selected using a significance *q* value (*q* < 0.05), with a fold-change cut-off of 2 for upregulation and 0.5 for downregulation. **B** GSEA was performed for PD-1 Signaling and Co-stimulation by the CD28 family pathway using RNA-seq data. **C** A heatmap of tumor-associated immune checkpoint molecules expression profile based on GSEA. **D** Tumor-associated immune checkpoint molecules were detected by RT-PCR in tumor tissues of *Prmt3*^*f/f*^ and *Prmt3*^*LKO*^ mice. *n* = 7 in each group. **P < 0.01, ***P < 0.001, n.s, no significant difference. **E** Expression levels of Pdl1 were examined by immunoblotting in tumor tissues of *Prmt3*^*f/f*^ and *Prmt3*^*LKO*^ mice. **F** Expression levels of Prmt3 and Pdl1 determined using immunohistochemical staining. Scale bars, 50 μm. Right panel: Semi-quantitative analysis of Pdl1 positive staining in tumors. *n* = 7 in each group. **P < 0.01. **G** Expression of PD-L1 in Huh7 xenografts derived from nude mice treated with SGC707 was measured by RT-PCR (left) and immunoblotting (right). *n* = 7 in each group. **P < 0.01. **H** Expression of Pdl1 in Hepa1-6 cells with Prmt3 deletion was detected by RT-PCR (left) and immunoblotting (right). **P < 0.01. **I** Expression of Pdl1 in Hepa1-6 cells with Prmt3 overexpression were detected by RT-PCR (left) and immunoblotting (right). *P < 0.05, **P < 0.01, ***P < 0.001. **J** Expression of PD-L1 in Huh7 cells with PRMT3 overexpression was detected by RT-PCR (left) and immunoblot analysis (right). *P < 0.05, **P < 0.01. The data are presented as mean ± SD, and the statistical tests were all two-tailed.

### PRMT3 boosts PD-L1 expression by promoting histone lactylation modification

Next, we investigate whether PRMT3-induced glycolysis is involved in its promoting effect on PD-L1 expression. Notably, JX06 effectively blocked the effect of PRMT3 on PD-L1 expression in HCC cells and Huh7 xenografts (Fig. 5A–C). Moreover, the PD-L1 mRNA levels in Huh-7 cells increased upon different doses lactate stimulation, indicating that PRMT3 regulates PD-L1 expression in coordination with lactate level changes (Fig. 5D). Emerging evidence indicates that lactate-induced lactylation of histone H3 at lysine 18 (H3K18la) functions as a transactivation marker by enriching gene promoters and promoting gene expression in cancer cells. We found that both of lactate stimulation and PRMT3 overexpression elevated the levels of pan-Kla and H3K18la in Huh7 cells (Fig. 5E). Previous studies have demonstrated that PRMT3 may transactivate target genes by asymmetric methylating histone H4 at arginine 3 (H4R3me2a) [35]. Here, we found that PRMT3 enhances the levels of both H4R3me2a and H3K18la. However, JX06 treatment specifically blocked the elevation effect of PRMT3 on H3K18la and PD-L1 expression, but had no effect on H4R3me2a in either Huh7 or Hepa1-6 cells (Fig. 5F). This finding suggests that PRMT3 promotes PD-L1 expression not through methylation of histone H4 in this context. To further investigate the role of H3K18la in PD-L1 transactivation, we performed ChIP assays with H3K18la antibody in Huh7 cells. The results showed a significant increase in the enrichment of H3K18la at the PD-L1 promoter following lactate treatment, with higher lactate levels resulting in greater enrichment. (Fig. 5G). PRMT3 overexpression further increased H3K18la enrichment at the PD-L1 promoter (Fig. 5H). These findings indicate that PRMT3 promotes PD-L1 expression through promoting histone lactylation modification.

**Fig. 5:**
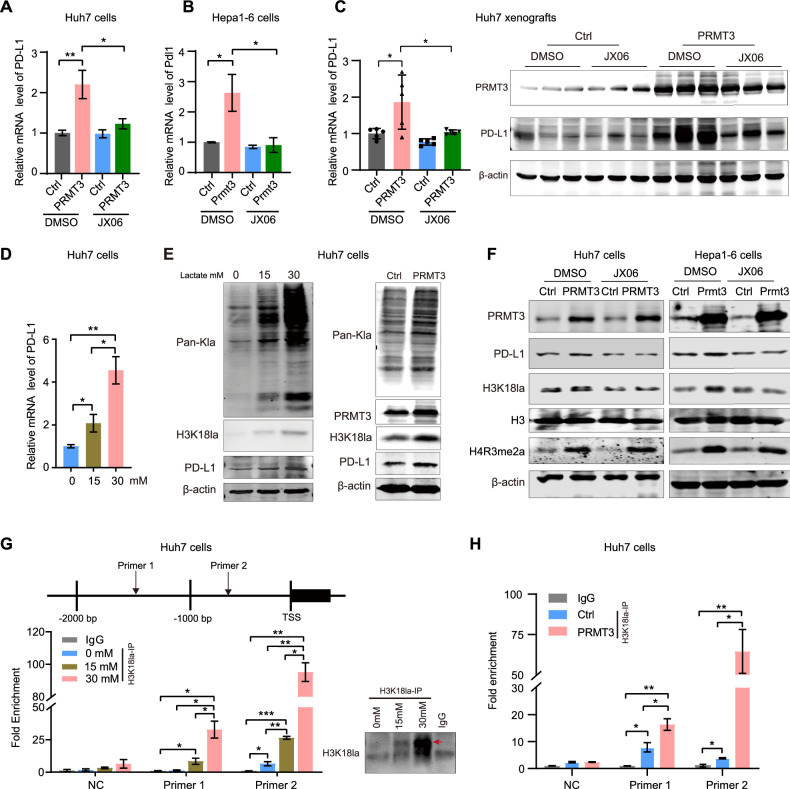
PRMT3 enhances PD-L1 expression through lactate-mediated histone lactylation. **A, B** *PD-L1* mRNA levels were measured in Huh7 and Hepa1-6 cells with the indicated treatments. Hepatoma cells were infected with Lenti-PRMT3 or Lenti-Ctrl and then treated with JX06 (200 nM) or DMSO. * *P* < 0.05, ** *P* < 0.01. **C** PD-L1 mRNA and protein levels were detected in Huh7 xenografts derived from nude mice with JX06 treatment. *n* = 5 in each group. *P < 0.05. **D** *PD-L1* expression in Huh7 cells was detected by RT-PCR after 24 hours of lactate stimulation at indicated concentrations. *P < 0.05, **P < 0.01. **E** PD-L1, pan-Kla, and H3K18la protein levels were detected by immunoblotting in Huh7 cells with lactate stimulation (left) or with PRMT3 overexpression (right). **F** Protein levels of PD-L1 and H3K18la were detected in Huh7 and Hepa1-6 cells with the indicated treatments. Briefly, Huh7 or Hepa1-6 cells pre-infected with lenti-PRMT3 or a control lentivirus (Ctrl) were seeded into 6-well plates at a concentration of 4 × 10^5^ cells per well for overnight culture. Then, these cells were treated with DMSO or JX06 (200 nM) for 24 hours to analyze protein levels by immunoblot. **G** Schematic diagram showing the primer site of the PD-L1 promoter for chromatin immunoprecipitation assay (upper). Huh7 cells were treated with indicated lactate concentration for 24 hours and subsequently subject to a chromatin immunoprecipitation assay with H3K18la antibody. ChIP assay revealed that lactate increased H3K18la occupancy at the PD-L1 promoter. Immunoblot analysis confirmed the immunoprecipitation of H3K18la. *P < 0.05, **P < 0.01, ***P < 0.001. **H** Enrichment of H3K18la at the PD-L1 promoter was detected in Huh7 cells with PRMT3 overexpression. *P < 0.05, **P < 0.01. The data are presented as mean ± SD, and the statistical tests were all two-tailed.

### Anti-PD-L1 blocked the oncogenic role of PRMT3 in HCC

We examined the protein expression levels of PRMT3, p-PDHA, and PD-L1 in HCC patient tissues using TMA analysis. The data revealed a positive correlation between PRMT3 expression and both p-PDHA and PD-L1 levels in tumor tissues (Fig. 6A). Furthermore, analysis of The Cancer Genome Atlas (TCGA) data showed a significant positive correlation between *PRMT3* and *PD-L1* expression in LIHC data (*r* = 0.357, *n* = 371, *P* < 0.001). Conversely, PRMT3 expression negatively correlated with CD8^+^ T cell infiltration in LIHC (*r* = -0.153, *n* = 371, *P* < 0.001) (Supplementary Fig. 7A). Notably, we also observed a significant positive correlation between *PRMT3* and *PD-L1* mRNA levels across various human cancer datasets from TCGA (Supplementary Fig. 7B).

**Fig. 6:**
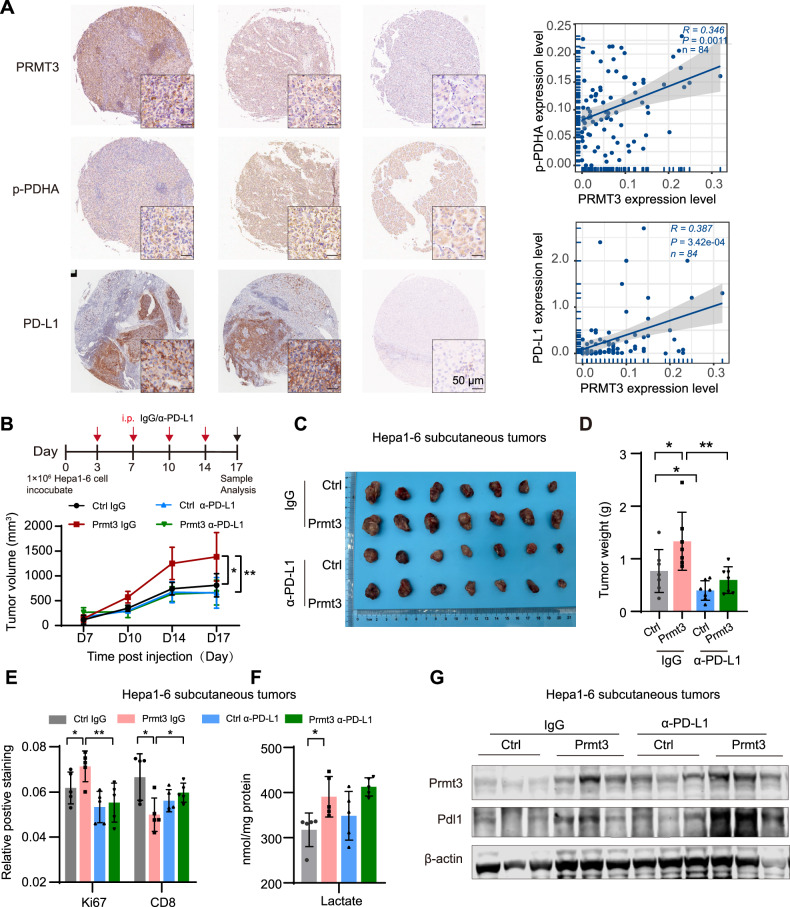
Anti-PD-L1 therapy blocks the tumor-promoting effects of PRMT3. **A** PRMT3, p-PDHA, and PD-L1 were immunohistochemically analyzed using a tissue microarray (TMA) of HCC specimens (left). Scale bar, 50 μm. TMA analysis revealed a positive correlation between PRMT3 and p-PDHA expression, as well as with PD-L1 expression (right). **B** Timeline of the anti-PD-L1 therapy in Hepa1-6 cells of the subcutaneous mouse model. Hepa1-6 cells infected with Lenti-Prmt3 or Lenti-Ctrl were inoculated subcutaneously in the right flank of C57/BL/6 mice. Anti-PD-L1 was administered intraperitoneally on day 3 post-inoculation (twice per week, 100 μg/mouse). Tumor growth curve was shown. *n* = 7 in each group, *P < 0.05, **P < 0.01. Tumor images (**C**) and tumor weight (**D**) were shown. *n* = 7 in each group, *P < 0.05, **P < 0.01. **E** Semi-quantitative analysis of Ki67 and CD8 positive staining in the indicated tumor groups. *n* = 5 in each group, *P < 0.05, **P < 0.01. **F** Lactate production was detected in the indicated tumor groups. *n* = 5 in each group, *P < 0.05. **G** PD-L1 expression levels in the indicated tumor groups were analyzed by immunoblotting. The data are presented as mean ± SD, and the statistical tests were all two-tailed.

We then investigated the effects of anti-PD-L1 treatment in HCC using subcutaneous models. As expected, Prmt3 overexpression significantly promoted tumor growth, increased tumor weight, and enhanced Ki67 staining, while markedly reducing CD8^+^ T cell infiltration. Anti-PD-L1 treatment effectively reduced tumor burden and restored CD8^+^ T cell infiltration (Fig. 6B–E, Supplementary Fig. 7C). Additionally, Prmt3 overexpression increased lactate accumulation and Pdl1 expression in tumors in IgG treatment group (Fig. 6F–G). Previous studies have demonstrated that immunotherapy can alter the transcriptional profile and microenvironment of tumors [36]. Consistent with this, we observed that the lactate accumulation and Pdl1 expression, which were originally regulated by Prmt3, were altered in the anti-PD-L1 therapy group. These findings suggest that anti-PD-L1 treatment counteracts the effects of PRMT3. Next, we analyzed patient cohorts with clinical data (GSE91061 for melanoma and ERP117672 for HCC) and found that *PRMT3* expression is significantly higher in the anti-PD-1 response group compared to the non-response group (Supplementary Fig. S7D–E). Collectively, our results indicating that PRMT3 may be a predictive biomarker for patients undergoing initial anti-PD-1/PD-L1 therapy.

## Discussion

Extensive research has firmly established a connection between the metabolism dysfunction and tumor immune evasion. In this study, we uncovered that PRMT3 promotes lactate accumulation by methylating PDHK1 at arginine 363/368 sites. Elevated lactate level in tumor facilitates histone lactylation, which is enriched at *PD-L1* promoter and ultimately enhanced *PD-L1* expression. Notably, anti-PD-L1 treatment abolished the oncogenic role of PRMT3 in HCC. Our findings unveil a novel metabolic-epigenetic regulatory axis that orchestrates tumor immunity in tumors.

Previous studies have demonstrated that PRMT3 promotes tumorigenesis by modifying various substrates. In pancreatic cancer, PRMT3 enhances chemoresistance by methylating heterogeneous nuclear ribonucleoprotein A1 (hnRNPA1), which stabilizes ABCG2 mRNA [24]. In endometrial carcinoma, PRMT3 drives malignant progression by methylating METTL14, reducing m^6^A modification of GPX4 [25]. In HCC, PRMT3 promotes glucose metabolism by methylating LDHA. Recent research has shown that PRMT3 methylates IGF2BP1 at R452, contributing to oxaliplatin resistance in liver cancer patients [37]. In this study, we identified PDHK1, a key regulator of tumor glycolytic adaptation, as a novel substrate of PRMT3 in HCC cells.

Pyruvate dehydrogenase kinases (PDKs) serve as a control switcher between glycolysis and oxidative phosphorylation (OXPHOS) by phosphorylating and inactivating its substrate, pyruvate dehydrogenase complex (PDC). This action prevents the conversion of pyruvate to acetyl-CoA, suppressing or even shutting down the OXPHOS, thereby promoting lactate accumulate. Notably, PDHK1 is frequently overexpressed in tumors, including HNSCC, melanoma, breast cancer, gastric cancer, and HCC, and is associated with poor patient prognosis [32, 38–41]. Indeed, numerous studies have shown that targeting PDHK1 reduces glycolysis, decreases lactate, increases ROS production, and leads to cell death, indicating its strong potential as a target for tumor therapy [42, 43]. Additionally, phosphorylation modifications at various serine, threonine, and tyrosine residues on the PDHK1 protein have been previously shown to influence its kinase activity and tumor progression [41, 44, 45]. Here, we report a distinct form of post-translational modification for PDHK1. We further demonstrated that PRMT3-mediated the methylation PDHK1 at arginine 363/368 sites, enhances its kinase activity, and thereby promoting lactate accumulation in cancer cells.

Lactate, the primary metabolite of glycolysis, is widely recognized as a key energy source driving tumor growth. Additionally, excessive lactate production acidifies the tumor microenvironment (TME), creating an immunosuppressive environment that hinders immune cell function. Lactate facilitates the infiltration of immunosuppressive cell types, such as M2 macrophages and regulatory T cells, thereby suppressing the antitumor immune response [46]. Moreover, lactate inhibits the cytolytic activity of CD8^+^ T cells and natural killer (NK) cells, contributing tumors in evading immune surveillance [47]. Our findings show a positive correlation between PRMT3 expression and lactate levels, and a negative correlation with CD8^+^ T cell infiltration in tumors. Furthermore, we observed that PRMT3-induced lactate increases PD-L1 expression in HCC cells, suggesting that lactate not only modulates immune cells but also enhances the immunosuppressive environment by upregulating PD-L1 expression in HCC cells.

Elevated PD-L1 on tumor cells interacts with PD-1 on T cells, suppressing T-cell response. PD-L1 is a critical, but not perfect, selective marker for stratifying patients for anti-PD-1/PD-L1 therapies in various tumors. Therefore, extensive research has focused on identifying the regulatory mechanisms of PD-L1 expression, including genomic, epigenetic and post-transcriptional factors, which may help to design new strategies to manipulate the PD-L1 expression to enhance immunotherapy efficacy [48–51]. Previous studies have showed that histone modification directly control PD-L1 expression. H3K4 trimethylation (H3K4me3) is enriched in the PD-L1 promoter and activates its transcription in pancreatic tumor cells [52]. HDAC inhibitors treatment could relax the chromatin state, enhancing acetylated histone 3 binding at the PD-L1 promoter, thereby upregulated the expression of PD-L1 in melanoma cells [53].

Lysine lactylation (Kla), a novel post-translational modification (PTM) derived from lactate, plays a crucial role in carcinogenesis [54–56]. Histone lactylation has emerged as a new epigenetic marker that stimulates gene expression [14, 57]. Particularly, recent studies have shown that PD-L1 expression can be epigenetically regulated by histone lactylation. In acute myeloid leukemia (AML), activated STAT5 promotes glycolysis, leading to lactate accumulation, which facilitates histone lactylation and enriches H4K5la at the PD-L1 promoter, enhancing its transcription [58]. In non-small cell lung cancer (NSCLC), H3K18la activates the transcription of POM121, promoting the binding of MYC to the PD-L1 promoter [59]. Additionally, integrative lactylome and proteome analyses have revealed that lactylation modifications are prevalent in HCC and contribute to tumor progression [60, 61]. Our current investigation shows that PRMT3-induced lactate accumulation increases H3K18la levels and epigenetically regulates the expression of PD-L1. We demonstrate that H3K18la acts as a direct epigenetic transactivator for PD-L1 in HCC. These findings illuminate the regulatory mechanisms of the PRMT3-PDHK1-lactate-PD-L1 axis and further establish the connection between metabolic byproducts and epigenetic regulation.

Immunotherapy has made significant strides in cancer treatment; however, the patient response rates remain relatively low. Metabolic dysfunction may partially explain the low immune response rate [8]. Most solid tumors exhibit features of metabolic adaptation to glycolysis and high lactate production [62–64]. Our analysis of pan-cancer data from TCGA reveals a positive correlation between PRMT3 and PD-L1 expression across various tumor types, suggesting that the PRMT3-lactate-PD-L1 regulatory axis may be a common mechanism in different cancers. Our study demonstrates that anti-PD-L1 therapy effectively counteracts the tumor-promoting effects of PRMT3 and restores CD8^+^ T cell infiltration in mouse tumor models. Furthermore, we analyzed public patient cohorts (GSE91061 for melanoma, ERP117672 for HCC) on anti-PD-1 treatment and found that PRMT3 expression is significantly higher in responders compared to non-responders [36, 65]. These findings indicate that PRMT3 could serve as a biomarker for patients undergoing initial anti-PD-1/PD-L1 therapy.

Monotherapy with either cytotoxic chemotherapy or immunotherapy often associates with considerable sides and the risk of drug or immune resistance in advanced HCC patients. Combination therapy is currently the mainstream in tumor therapy. Targeting PRMT3 with SGC707 treatment enhances oxaliplatin response in HCC, and combining SGC707 with anti-PD-1 therapy boosts antitumor effects in endometrial carcinoma [25, 37]. Similarly, targeting PDHK1 synergizes with other chemotherapeutics [66, 67]. Although the inhibitors targeting PDKs or PRMT3 have been developed, their efficacy remains to be clinically confirmed [68–70]. Future efforts should aim to develop more potent and specific small molecule inhibitors targeting PRMT3 or PDHK1, with minimal impact on normal cells. In addition, targeting the PRMT3-mediated methylation of PDHK1 to disrupt the PDHK/PDHA phosphorylation regulatory axis is a potential therapeutic strategy. Other glycolysis-lactate-regulated immune checkpoints may also be candidates for combination therapy with PRMT3 or PDHK1 inhibitors. A thorough understanding of the metabolic signature of tumors will support the development of more effective therapeutic interventions.

In summary, our study reveals that PRMT3 promotes glycolysis by activating PDHK1, which increases lactate accumulation and facilitates PD-L1 expression through enhanced the level of H3K18la. We present a novel metabolic-epigenetic regulatory axis that governs tumor immunity in tumors with high PRMT3 expression. Combining PRMT3 expression, tumoral lactate levels, and PD-L1 expression may inform personalized therapy strategies tailored to individual patients.

## Materials and methods

### Ethics approval and consent to participate

All methods employed in this study were conducted in accordance with the relevant guidelines and regulations. The animal care and experimental procedures complied with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. This study obtained ethical approval from the Naval Medical University’s Ethical Review Committee and was acknowledged as projects supported by the National Natural Science Foundation of China (Grant No. 81802324, 82072641). For human tissue samples, all participants provided their written informed consent for the use of their tissue samples in scientific research.

### Human tissue samples

The specimens were collected from patients who underwent surgical resection and were diagnosed by specialized pathologists at the Eastern Hepatobiliary Surgery Hospital (Shanghai, China).

### Human Tumor Tissue Microarray (TMA)

Human hepatocellular carcinoma (LIHC) TMA was purchased from Shanghai Core Bio-Tech Co., Ltd (Shanghai, China). HlivH180Su16 for the analysis of PRMT3 and p-PDHA, and HlivH90Su01(a copy version containing all patients’ cancer tissues for HlivH180Su16) for the analysis of PD-L1. Two independent pathologists assessed immunohistochemistry staining. The staining intensity score ranged from 0 to 3, reflecting the percentage of immunoreactive staining area in the sample (0–10% was scored as 0, 11–25% as 1, 26–75% as 2, and 76–100% as 3). The final total score for each specimen was calculated by multiplying the staining intensity score by the staining extent score.

### Animals and treatment

*Prmt3*^f/f^ mice were established and purchased from Shanghai Model Organisms Center, Inc (Shanghai, China). Albumin-Cre (Alb-Cre) mice were obtained from Jackson Laboratory (Stock No. 003574, Maine, USA). Alb-cre; *Prmt3*^*f/f*^ (*Prmt3*^*LKO*^) mice were generated by crossing *Prmt3*^*f/f*^ mice with Alb-Cre mice. To induce primary HCC in mice, two-week-old *Prmt3*^*f/f*^ and *Prmt3*^*LKO*^ mice were administered with DEN (25 mg/kg, Sigma-Aldrich, St. Louis, USA) via intraperitoneal injection, followed by twice-weekly intraperitoneal injections of 10% CCl_4_ (dissolved in oil, 0.5 ml/kg, HY-Y0298, MCE, New Jersey, USA) at six weeks of age. The mice were then sacrificed at 18, 22, and 26 weeks of age.

For the subcutaneous injection model, five-week-old male athymic BALB/c nude mice were purchased from Shanghai BK/KY Biotechnology Company (Shanghai, China). Pretreated Huh7 cells (1 × 10^6^ per mouse) or pretreated Hepa1-6 cells were subcutaneously injected into the right flank of each mouse. When the tumors reached about 100 mm^3^ in size, mice were randomized into different groups.

Tumor-bearing mice in the corresponding subgroups were intraperitoneally administered JX06 (MedChemExpress, HY-19564, New Jersey, USA) at a 30 mg/kg dose every 2 days, or SGC707 (MedChemExpress, HY-19715, Shanghai, China) at a 30 mg/kg dose every 2 days, or vehicle control [71]. Both JX06 and SGC707 were dissolved in a solution containing 10%DMSO and 90% corn oil (MedChemExpress, HY-Y1888, New Jersey, USA) for used in vivo.

For immunotherapy experiments, five-week-old C57BL/6 mice were purchased from Shanghai Model Organisms Center, Inc. Pretreated Hepa1-6 cells (1×10^6^ per mouse) were injected into the right flank of these mice. After 3 days of subcutaneous injection, 100 μg/mouse anti-PD-L1 antibody (BioXCell, BE0101, New Hampshire, USA) or normal control IgG (BioXCell, BE0093, New Hampshire, USA) were intraperitoneally administered twice per week until the completion of the study. More detailed descriptions of the treatments are provided in the figure legends. Tumor volume was calculated using the following equation: volume = length×(width)^2^×1/2. All animals for this study were male.

### Multiplex immunofluorescences assay

For fluorescent multiplex IHC analysis, a four-color fluorescence kit (Novo-light, M-D110041, Shanghai, China) based on tyramide signal amplification (TSA) was used following the manufacturer’s protocol. The prepared tissue slides were deparaffinized and rehydrated using xylene and graded ethanol. Following incubation with 0.3% hydrogen peroxide and antigen retrieval in citrate buffer, the tissues were blocked with 5% BSA. Primary antibodies were added followed by TSA solution. After the last TSA cycle, the slides were incubated with a DAPI solution. The slides were then captured and scanned using K-viewer software from KFBIO technology. The primary antibodies included: anti-CD8 (Abcam, ab217344, 1:200, RRID: AB_2890649, Cambridge, United Kingdom), anti-PD-1 (Abcam, ab214421, 1:500, RRID: AB_2941806, Cambridge, United Kingdom), and anti-Granzyme B (Abcam, ab4059, 1:500, RRID: AB_304251, Cambridge, United Kingdom).

### Generation of knockout cell lines with CRISPR-Cas9

Hepa1-6 cells with *Prmt3* knockout were generated by Cyagen company (Shanghai, China) using CRISPR-Cas9 technology. The guide RNA sequence targeting mouse Prmt3 was GTCGGACAGCGGAGACGACG-CGG.

### Immunoprecipitation assay

Pretreated Huh7 cells were lysed with IP lysis buffer (Pierce, 87787, Illinois, USA) containing protease inhibitor. Cell lysates were centrifuged at 12000×g for 10 minutes. The supernatants were then incubated with the indicated primary antibody and protein G agarose beads (Sigma-Aldrich, 11243233001, St. Louis, USA) or incubated with the anti-Flag agarose beads with rotation at 4 °C overnight. On the second day, the beads were washed with a pre-cooled wash buffer. After centrifugation, the proteins were boiled for 10 minutes, and performed immunoblot analysis.

### Lactate measurement

The lactate levels in mouse tumor tissues or cultured cells under different treatments were measured using a Lactate Assay kit (Abcam, ab65331, Cambridge, United Kingdom), following the manufacturer’s protocol.

### Triglyceride (TG), total cholesterol (TC), and methionine levels measurement

TG, TC, and methionine levels in mouse tumor tissues were measured according to the manufacturer’s protocol. The TG Kit (mlbio, ml076635, Shanghai, China), the TC Kit (mlbio, ml076637, Shanghai, China), and the methionine ELISA kit (mlbio, ml077300, Shanghai, China) were used.

### Immunofluorescences assay

Cells were washed with PBS, fixed in 4% PFA, and permeabilized with 0.3% Triton X-100 in PBS for 5 min at room temperature, and subsequently incubated in blocking buffer (5% normal donkey serum in PBS). After an overnight incubation with primary antibodies at 4 °C, the cells were further incubated with Alexa Fluor 488- and Alexa Fluor 546-conjugated secondary antibodies (ThermoFisher Scientific, A11094 and A10036, Waltham, USA). The slides were then mounted using a DAPI-containing medium (Sigma-Aldrich, DUO82040, St. Louis, USA), and imaged using a Leica TCS SP5 confocal microscope. The antibodies used are listed in Table S2.

### Proximal ligation assay (PLA)

Pretreated cells were grown on coverslips and then fixed in 4% paraformaldehyde (PFA) for 15 minutes. Then the cells were washed, blocked, and incubated with primary antibodies at 4 °C overnight. Subsequently, the samples were washed and incubated with diluted PLUS® and MINUS® Duolink In Situ PLA Probes (1:5, Sigma-Aldrich, St. Louis, USA) at 37 °C for 1 hour. After three washes in Buffer A®, the cells were incubated in 1 unit/μl of T4 DNA ligase in diluted ligase buffer (1:5) for 30 minutes at 37 °C. Following this, the cells were washed three times in Buffer A®, and incubated in 5 units/μl of DNA polymerase in diluted polymerase buffer with green fluorescent dye-labeled oligonucleotides (1:5) for 100 minutes at 37 °C. Finally, the cells were washed with 1× Buffer B® for 10 minutes, followed by 0.01× Buffer B® for 1 minute. The slides were mounted in a 5 μL volume of DUOlink in situ mounting medium containing DAPI. Then the images were acquired using a Leica TCS SP8 confocal microscope.

### RNA-Seq

Total RNA was extracted from tumor tissues of *Prmt3*^f/f^ and *Prmt3*^*LKO*^ mice using TRIzol Reagent (Life Technologies, 15596026, Gaithersburg, MD, USA) according to the manufacturer’s instructions. The RNA quality was assessed with an Agilent 2100 Bioanalyzer, ensuring that all samples had an RNA integrity number (RIN) greater than 7 before proceeding with RNA sequencing library preparation. Sequencing was performed in pair-end 150 bp mode on an Illumina NovaSeq 6000. The reads were aligned to the GRCm38 reference genome using Hisat2 (version 2.04).

### Chromatin immunoprecipitation (ChIP) assay

Pretreated Huh7 cells were cross-linked with 1% formaldehyde for 15 minutes. A solution of 1.25 M glycine was used to terminate the cross-linking for 5 minutes. The cells were resuspended with ChIP lysis buffer (50 mM Hepes-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA pH 8.0, 1% Triton X-100, 0.1% Sodium Deoxycholate, 0.1% SDS) and then sonicated to shear the DNA to an average fragment size of 200 to 1000 bp. Chromatin fragments were immunoprecipitated with an H3K18la antibody, and protein G agarose beads (Sigma-Aldrich, 11243233001, St. Louis, USA). DNA extraction was performed using glycogen, sodium acetate, and ethyl alcohol, and subsequently purified using Qiagen Purification Kits (QIAGEN, 28104, Duesseldorf, Germany). The enrichment of genes was analyzed by real-time PCR. The primer sequences for ChIP-PCR are listed in Table S3.

### Statistical analysis

All data were analyzed with Prism 8 (GraphPad Software, La Jolla, CA, RRID:SCR_002798).

The Levene test was conducted to assess the equality of variances among the continuous variables. Two-group datasets were analyzed using Student’s *t*-tests for normally distributed data, while the Mann-Whitney U test was applied for non-normally distributed data. One-way ANOVA was determined for the analysis of multiple groups involving a single variable. Two-way ANOVA was employed to compare more than two groups with multiple variables. The results are presented as the mean ± SD. All in vitro experiments were conducted in at least three independent experiments. Statistical tests were two-tailed, and *P* < 0.05 was considered statistically significant. Statistical significance was denoted as *P < 0.05, **P < 0.01, ***P < 0.001, and “n.s” indicates no significant difference.

## Supplementary information

supplement material

original western blots

## Data Availability

The RNA sequencing data are publicly available at Gene Expression Omnibus (GEO) under accession number GSE277664. All other data and materials supporting our findings can be made available from the corresponding authors upon request.

# Supplementary material for: PRMT3 drives PD-L1-mediated immune escape through activating PDHK1-regulated glycolysis in hepatocellular carcinoma
**Source:** Cell Death Dis. 2025 Mar 6;16(1):158. doi: 10.1038/s41419-025-07482-7

Original figures for western blots in this paper

Figure 2

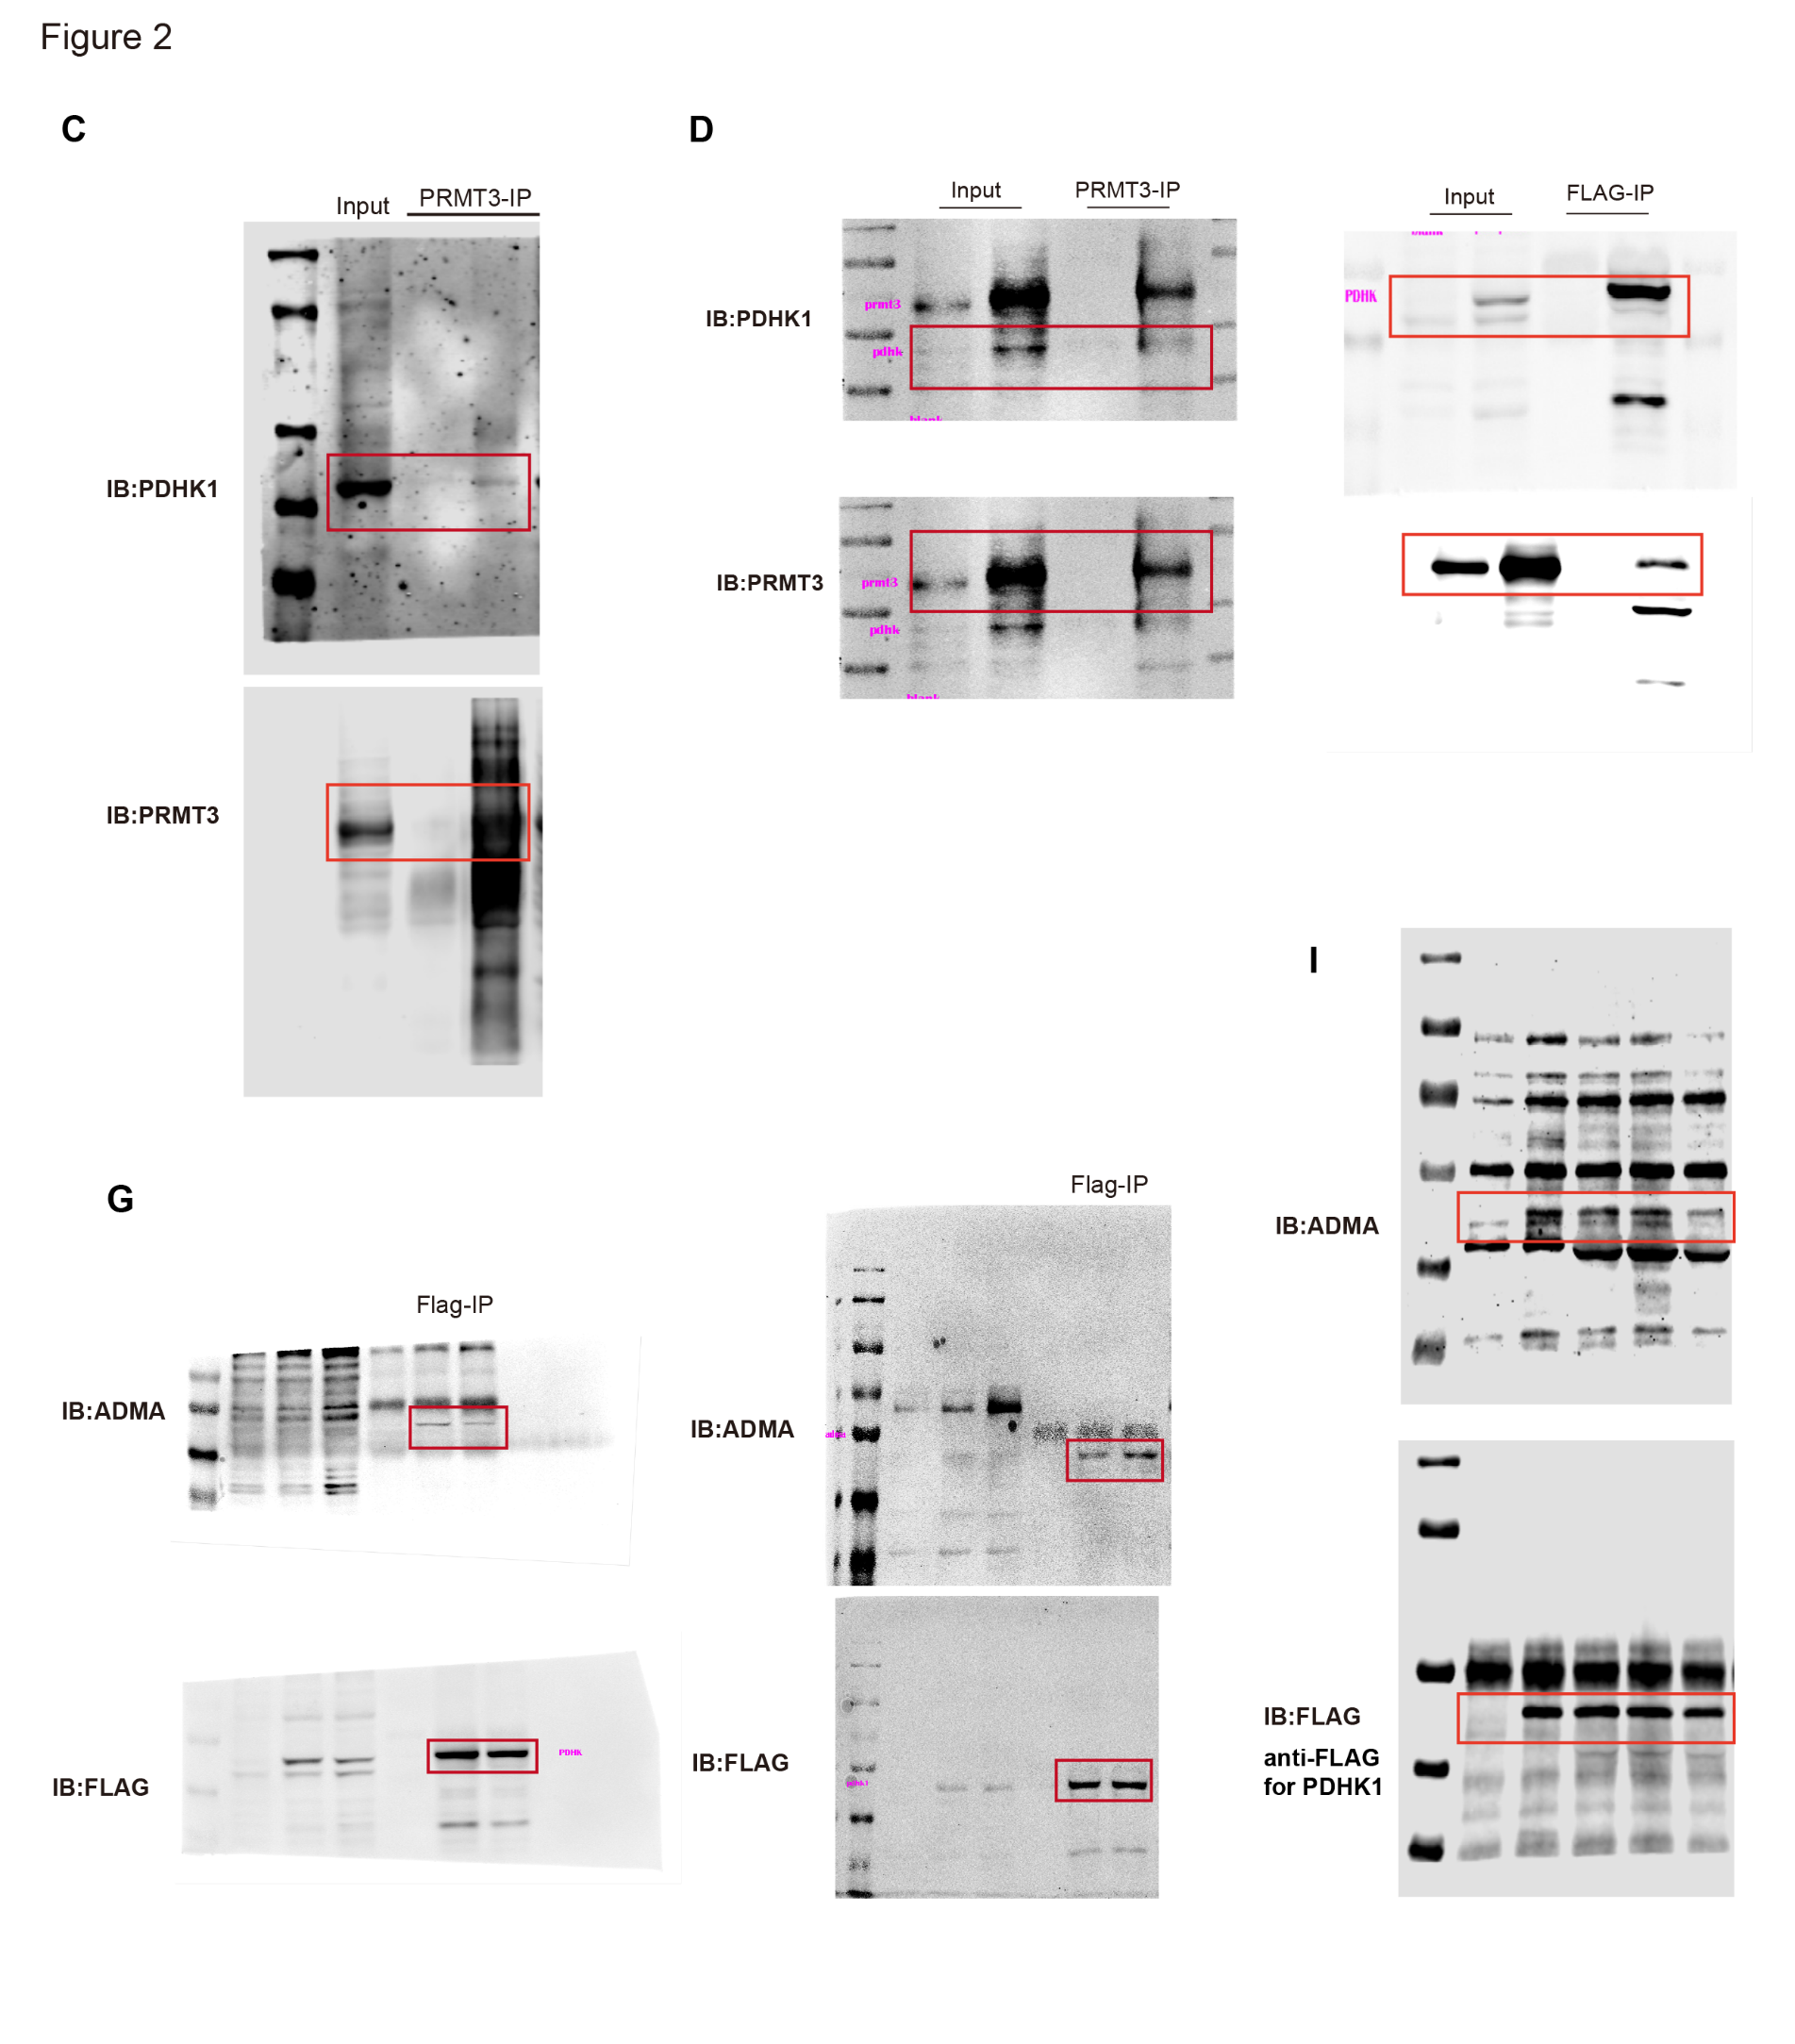

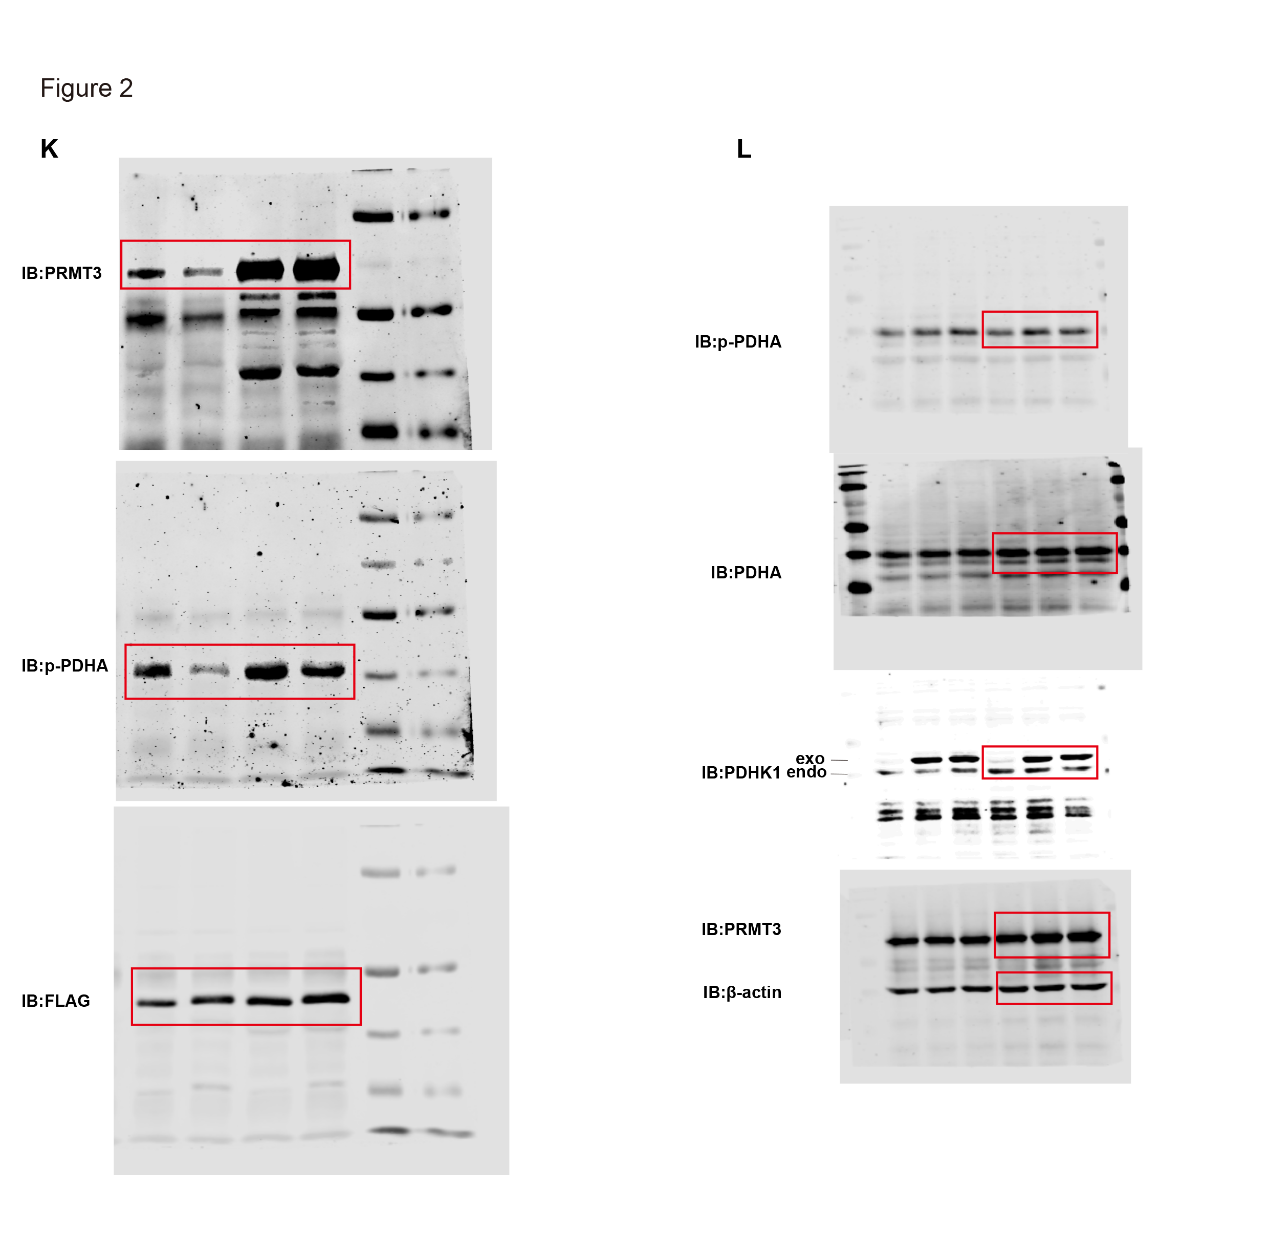

Figure 3

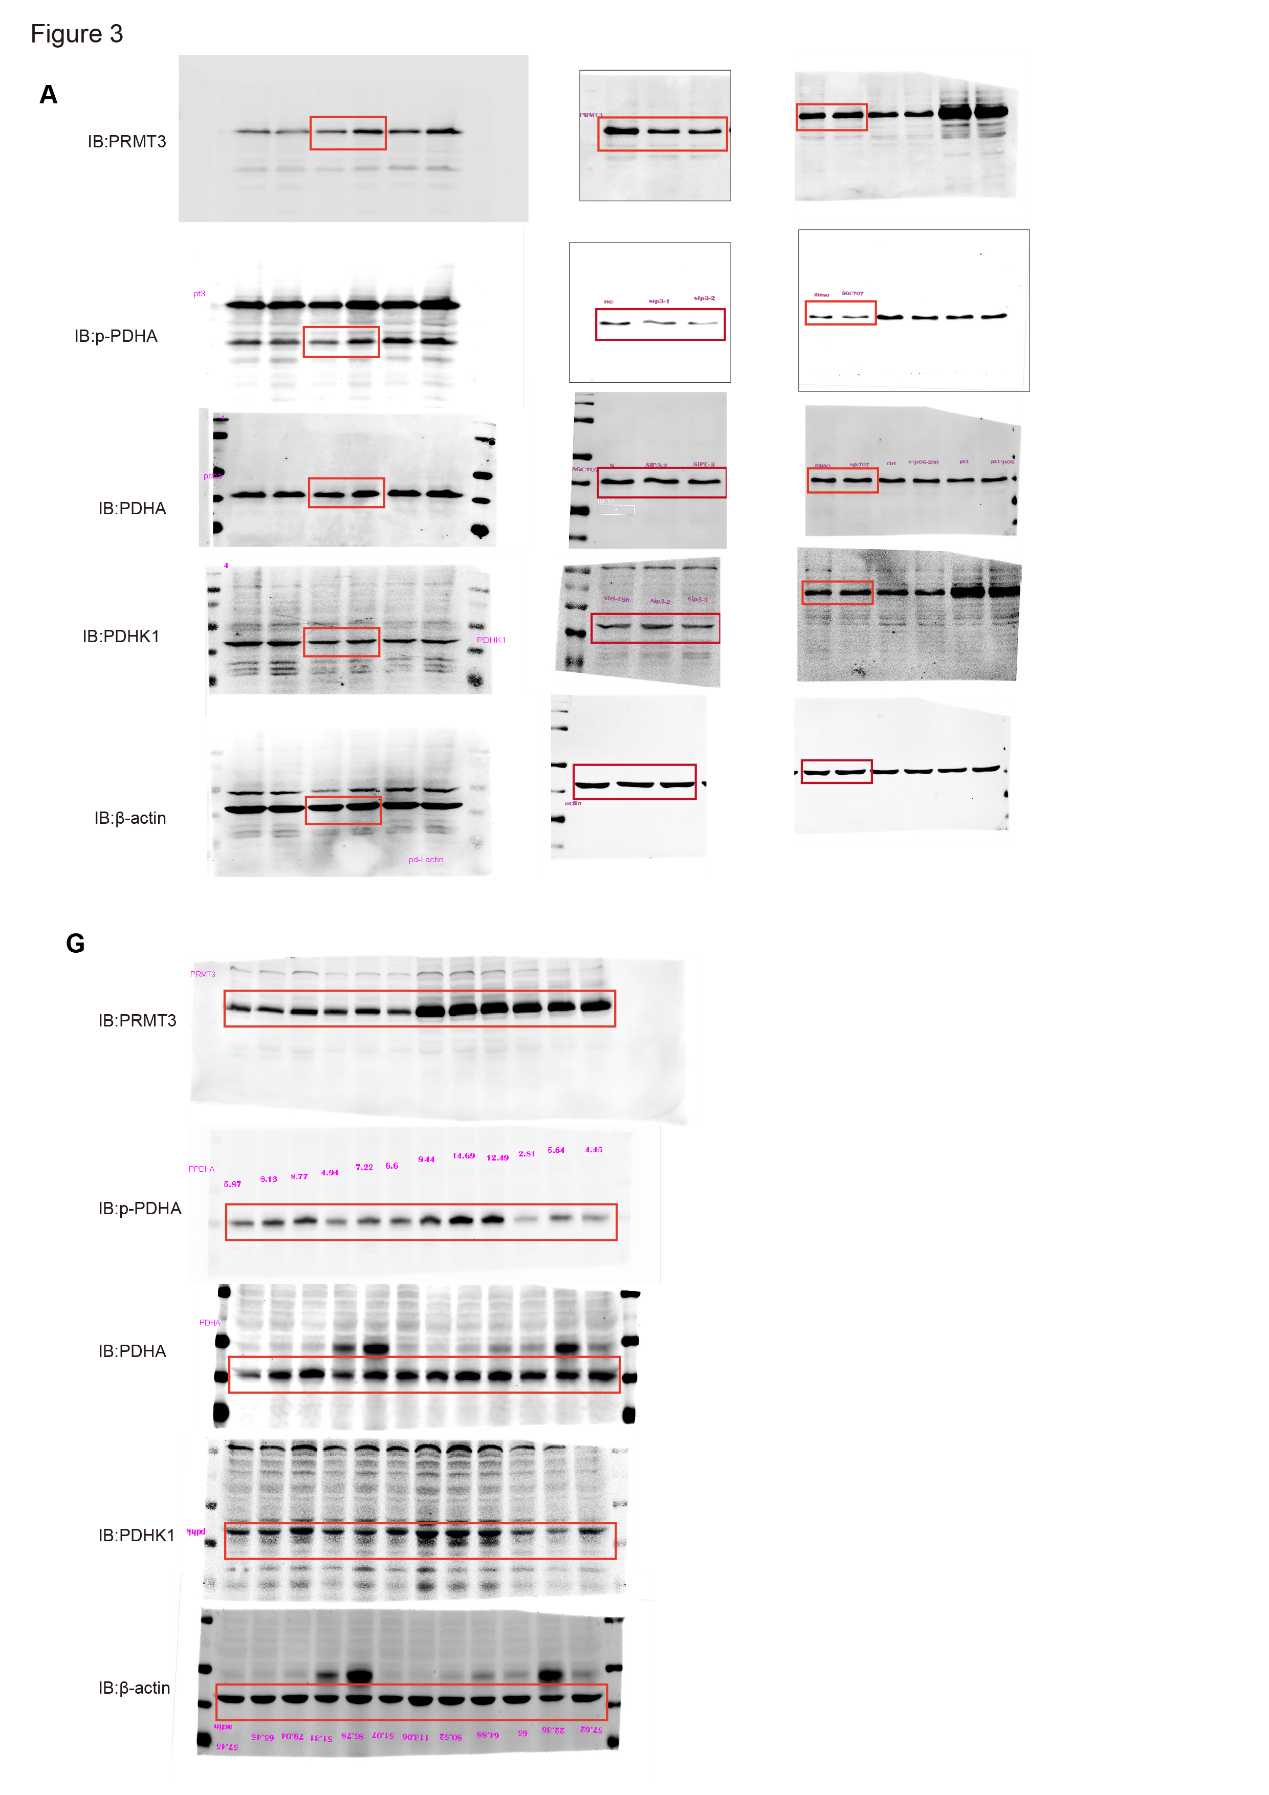

Figure 4

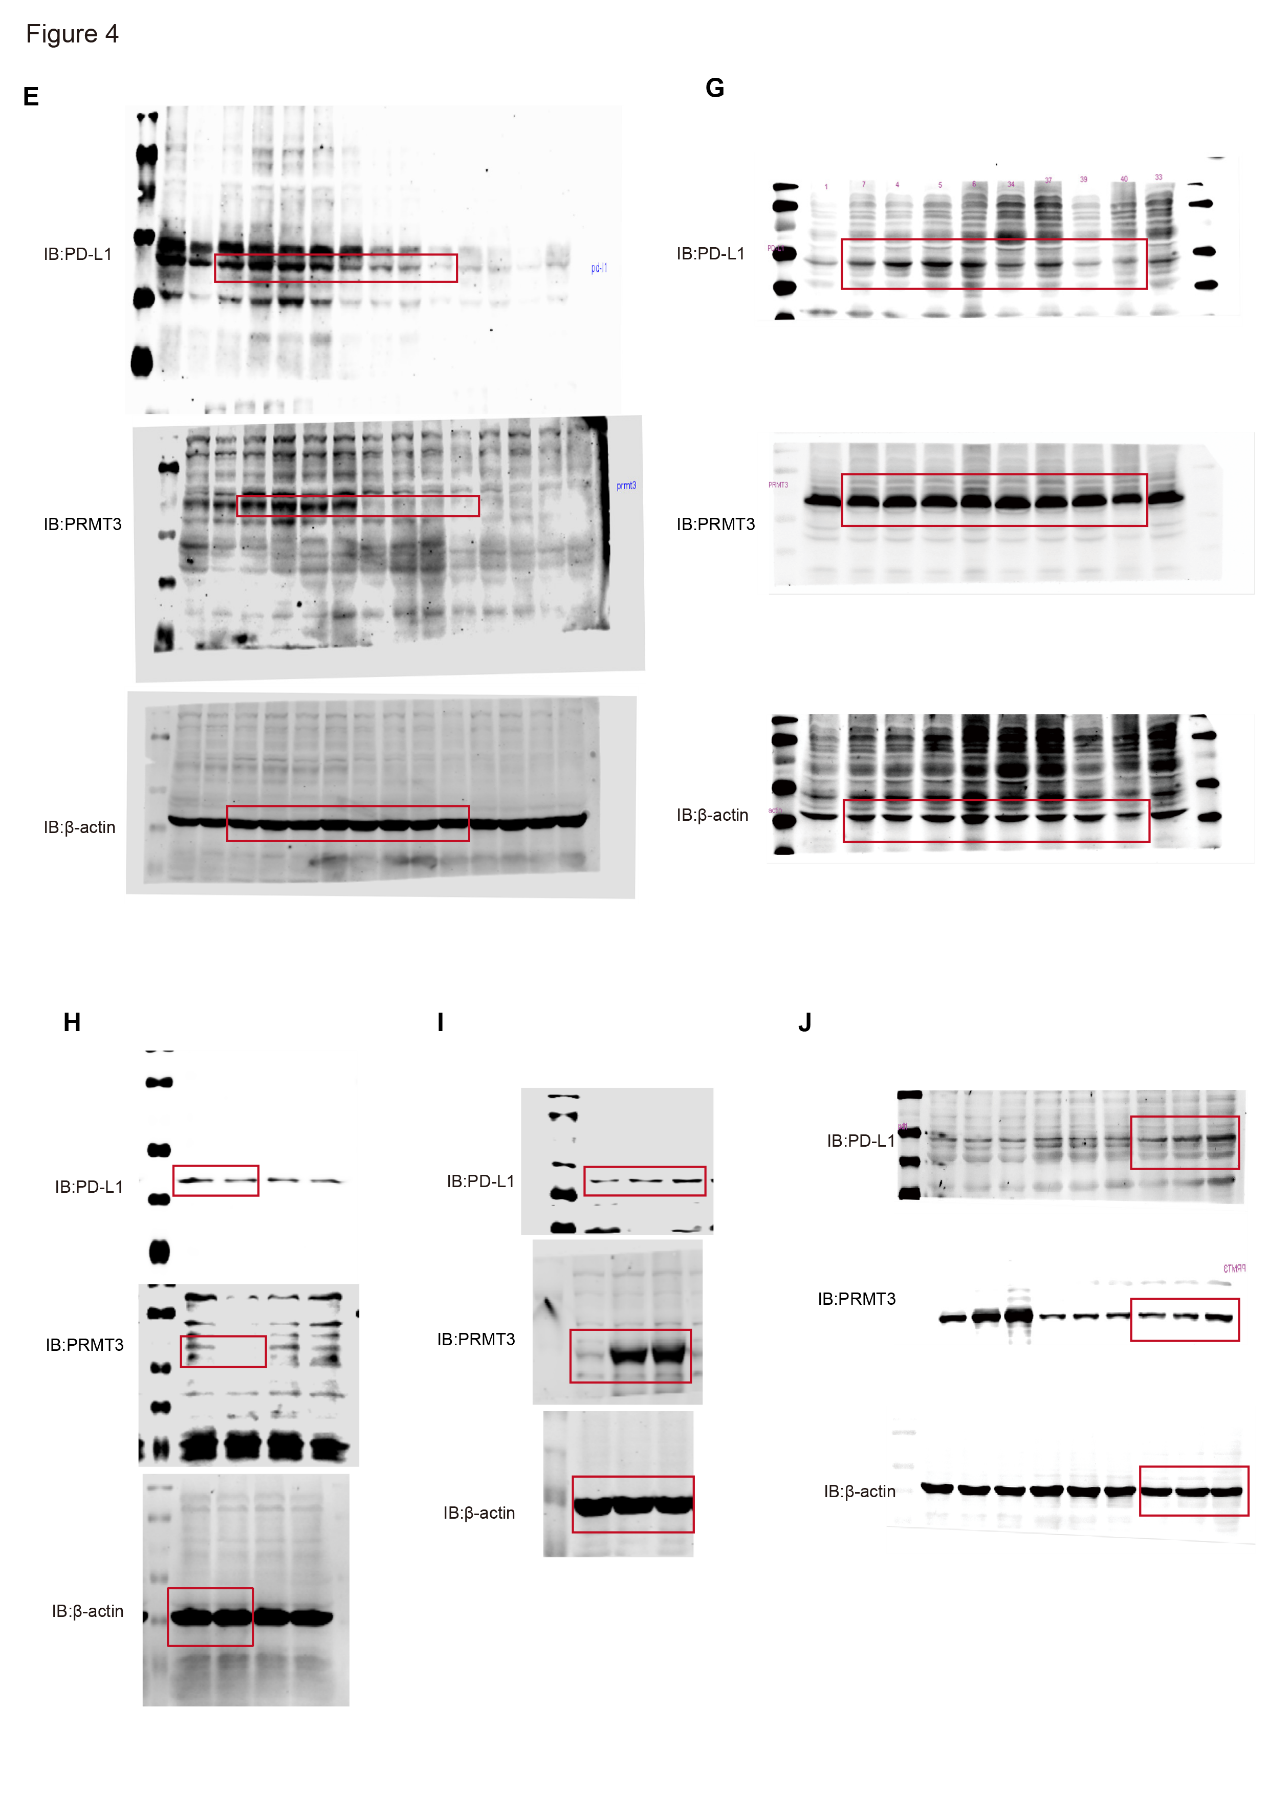

Figure 5
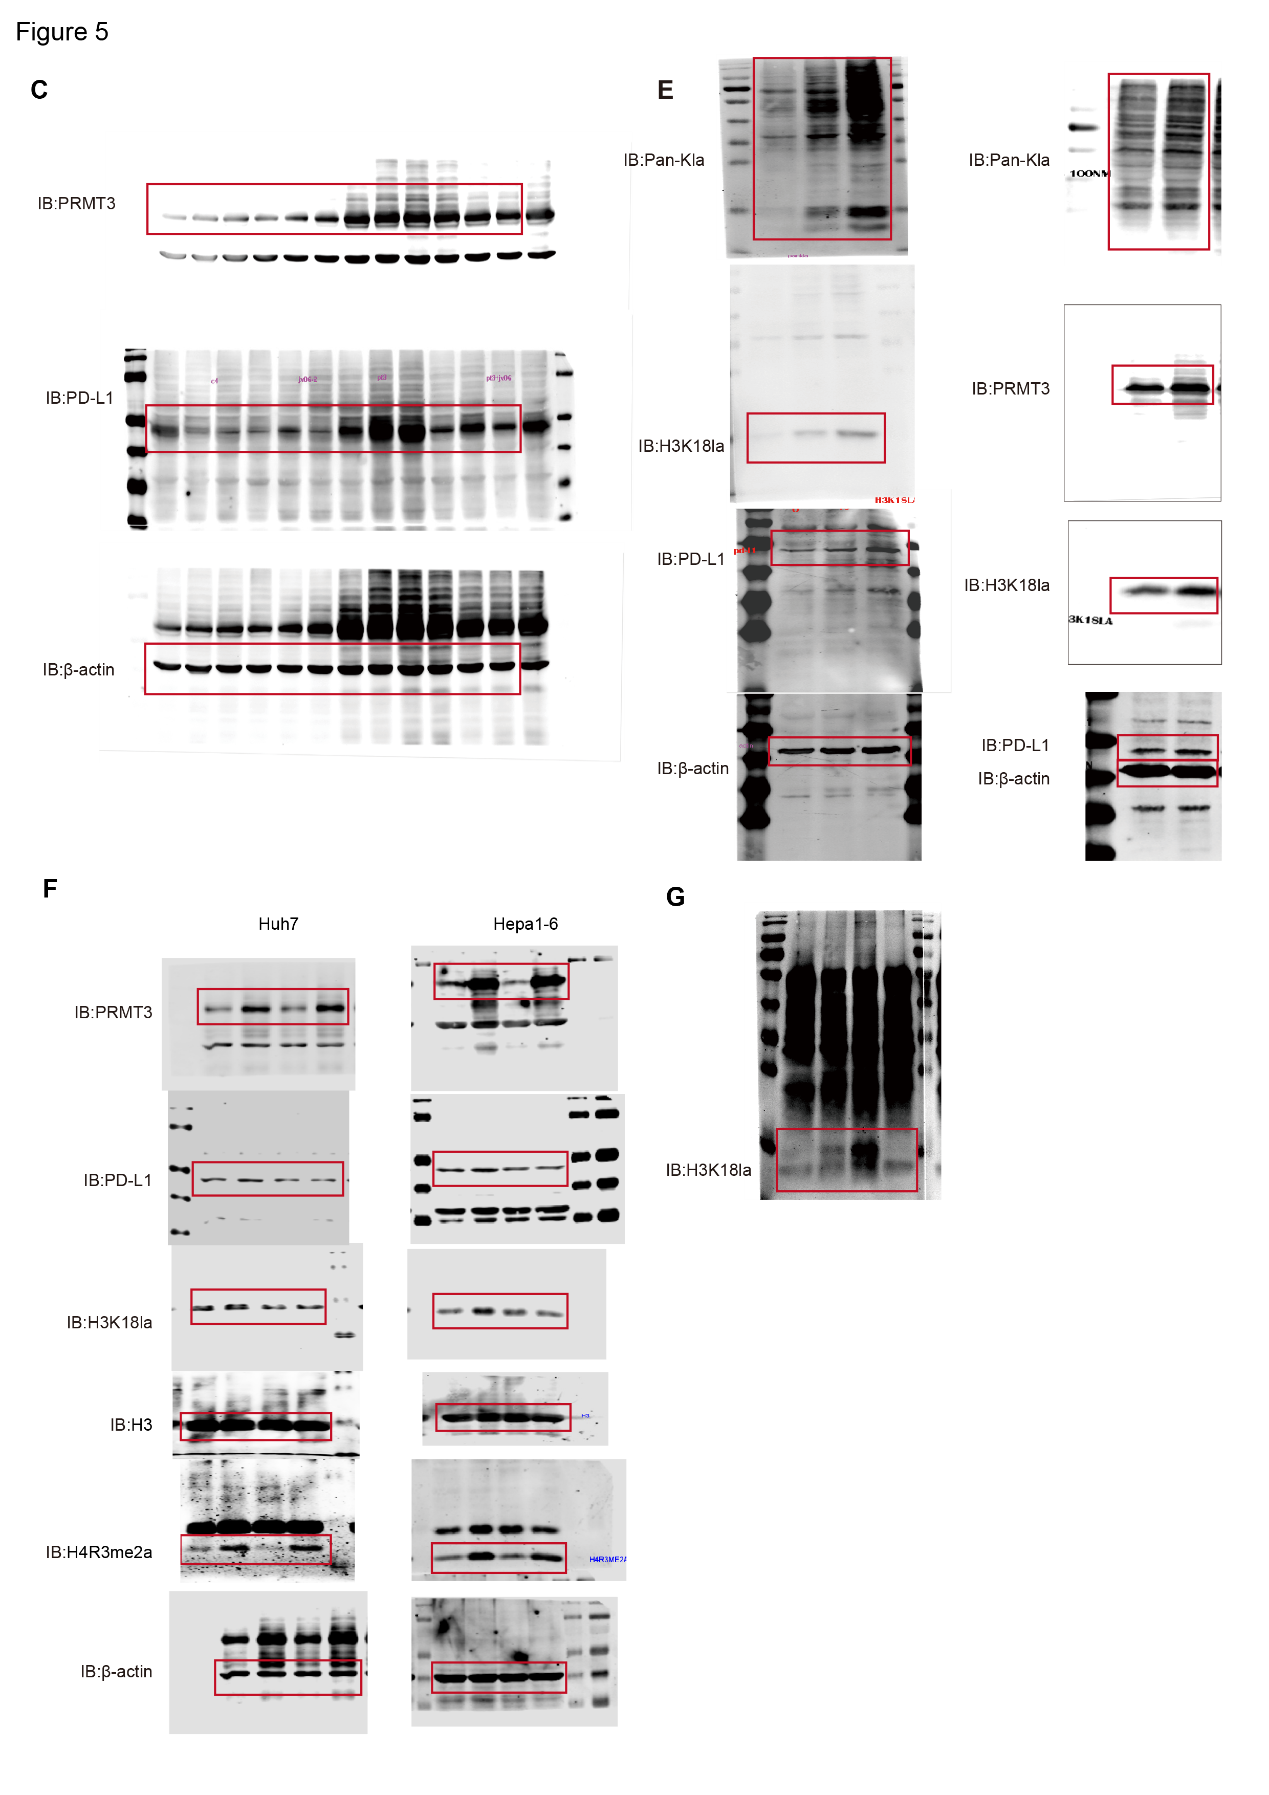

Figure 6

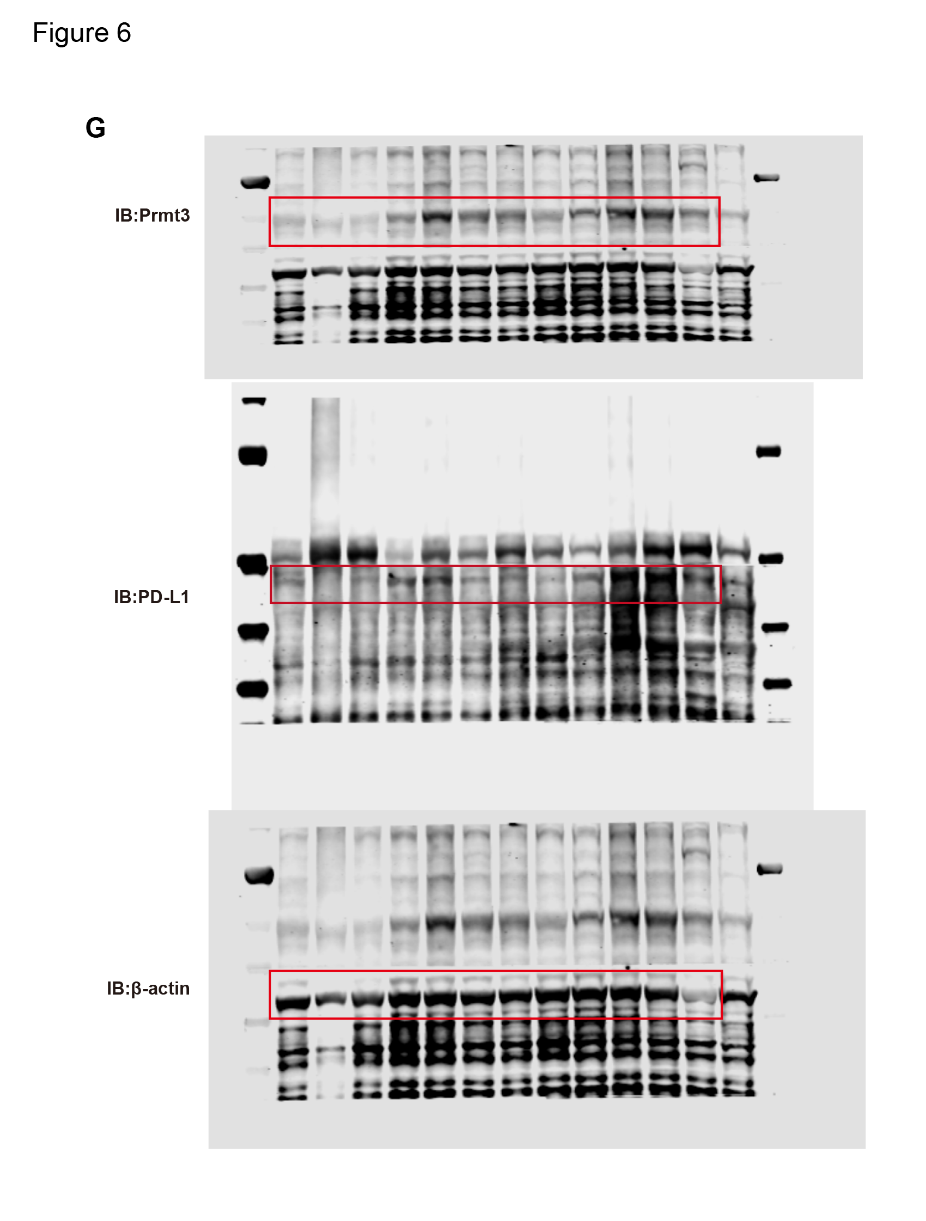

Supplementary figure 2

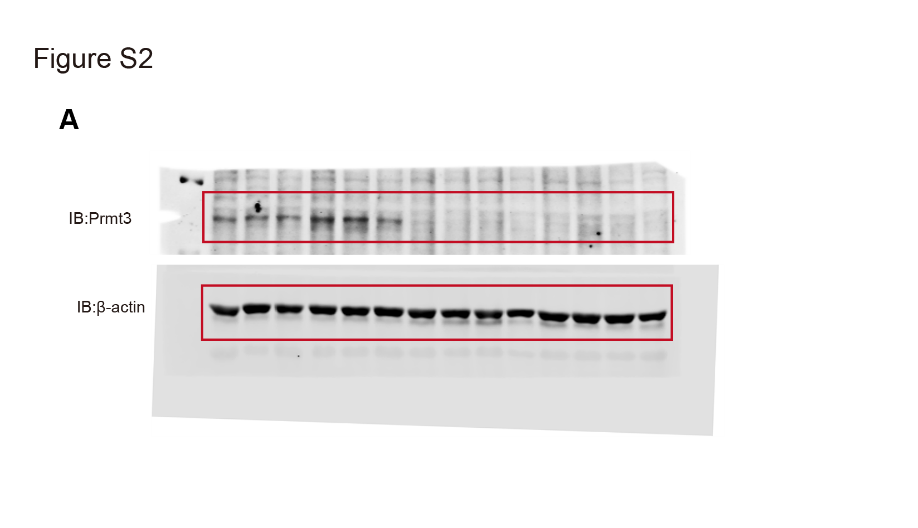

Supplementary figure 3

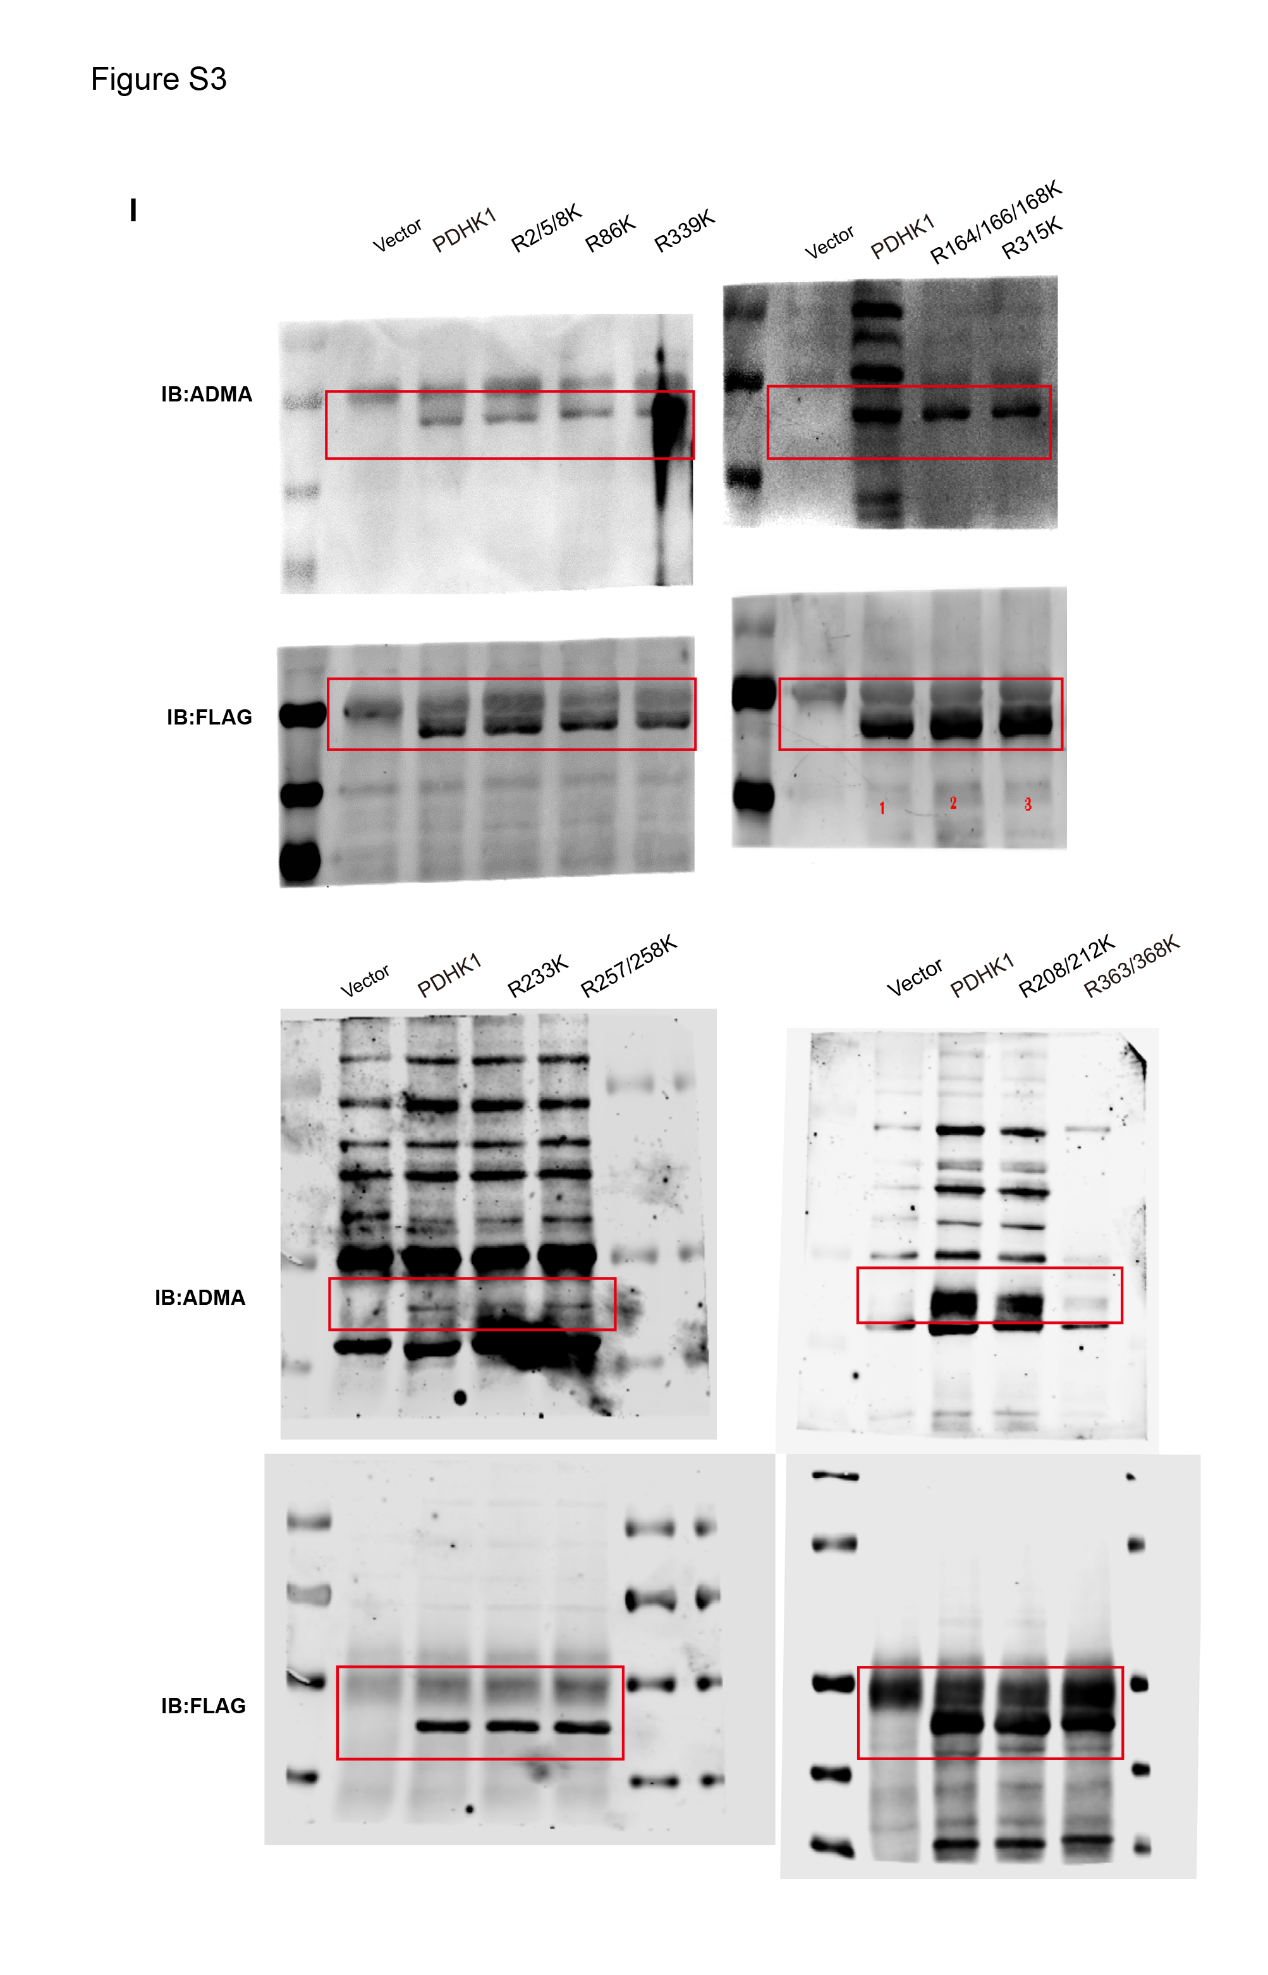

Supplementary figure 4

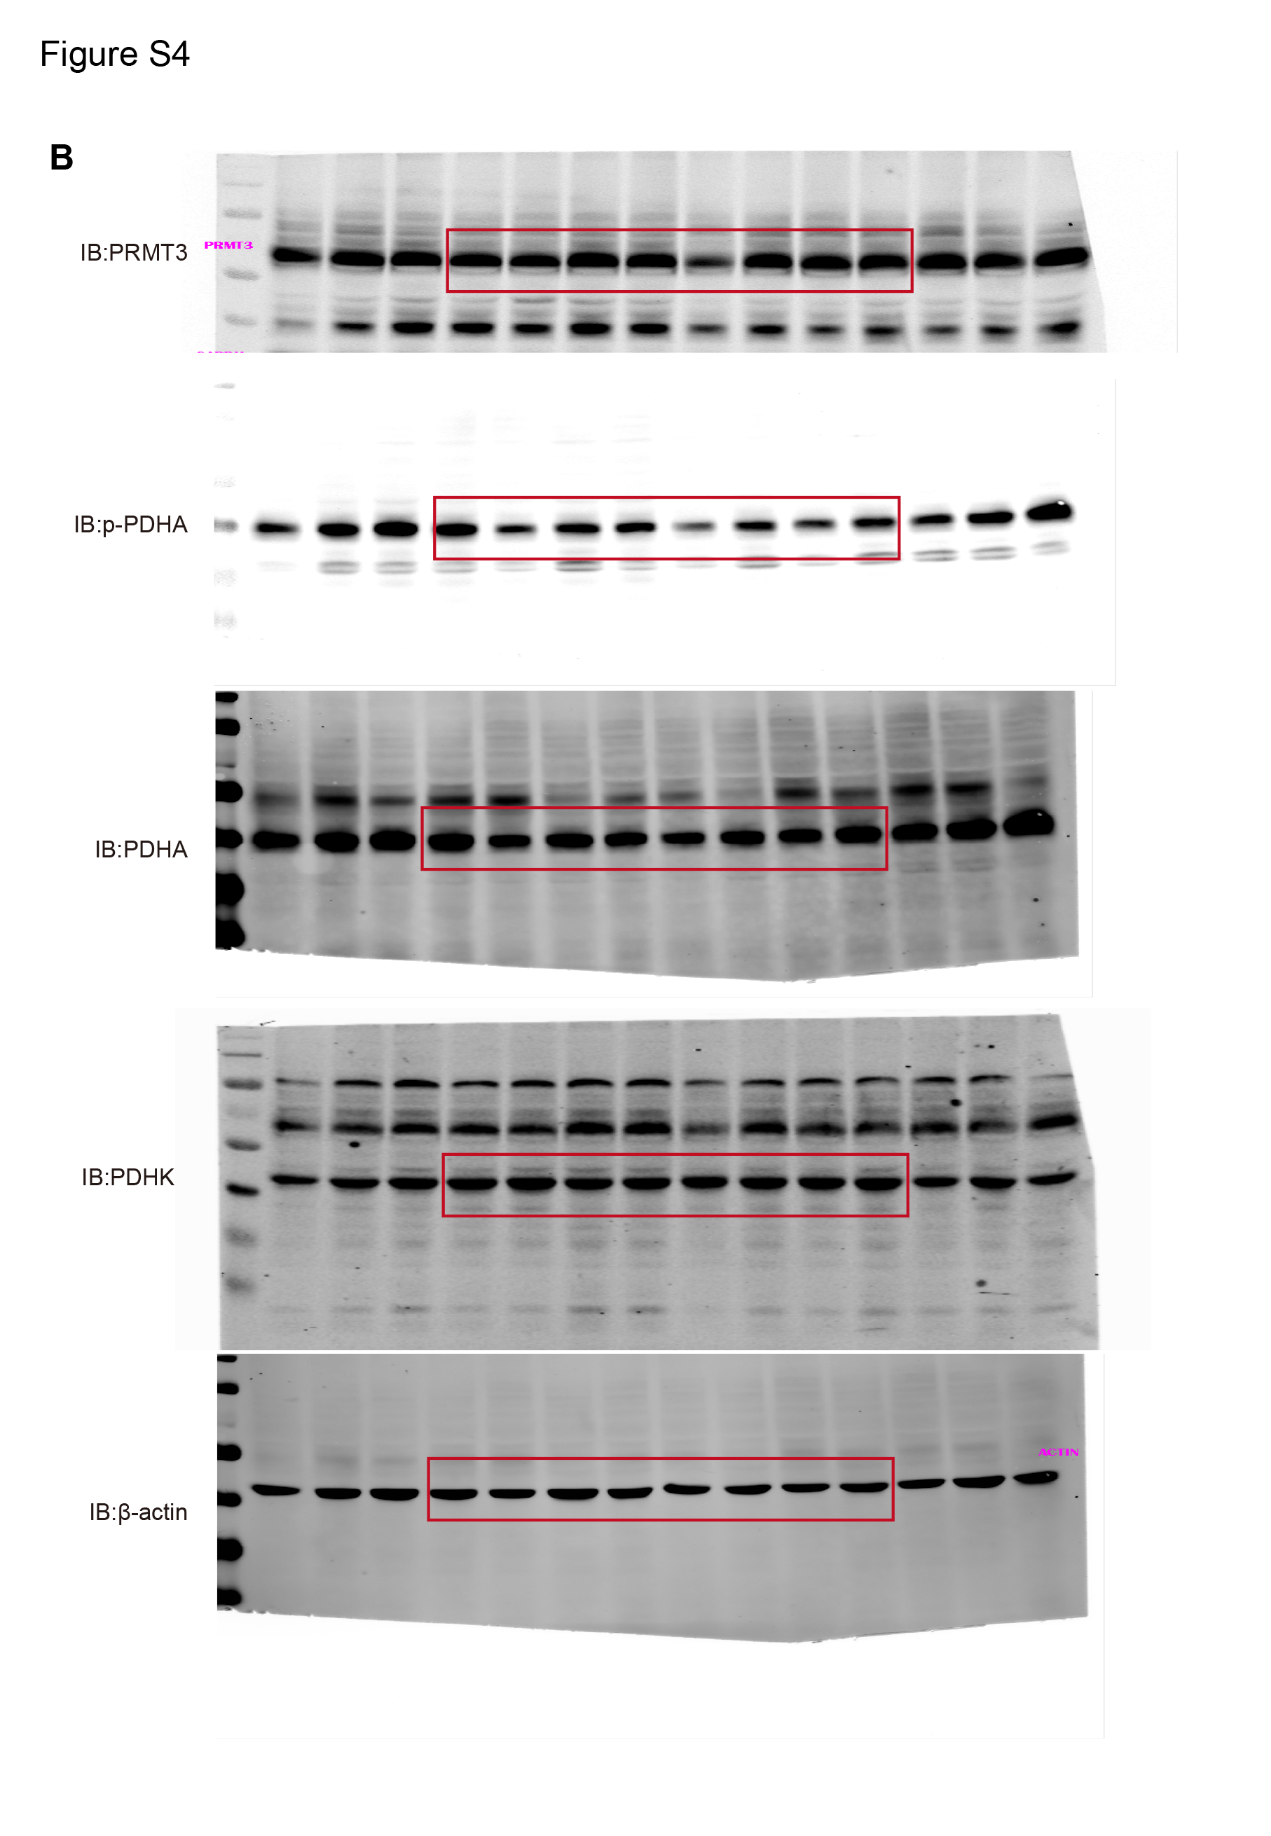

Supplementary figure 5

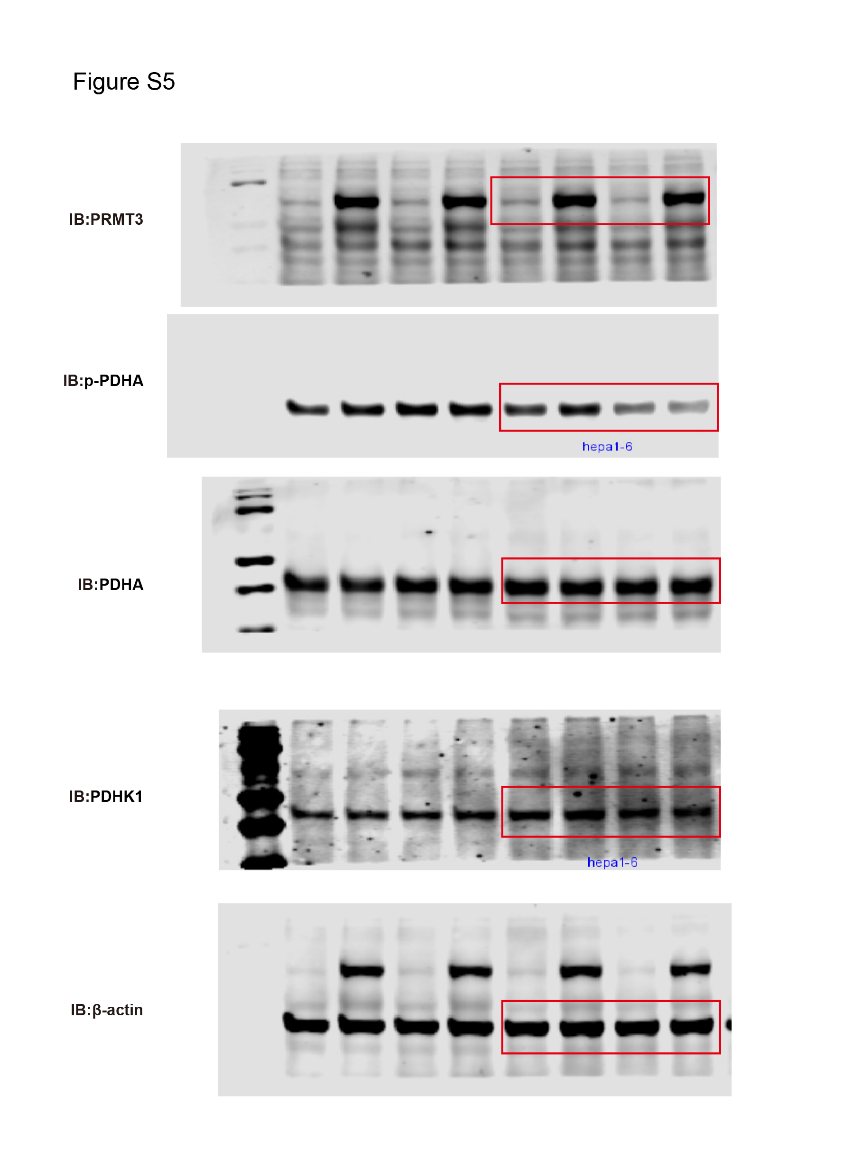

**Supplement:** Supplementary file 2 — original western blots

How the deposited data were processed for this re-analysis (not part of the article)

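Gene expression was measured by RNA-seq in 3 tumors of *Prmt3* f/f mice and 3 tumors of *Prmt3* LKO mice, at 26 weeks of age. The authors aligned paired-end reads to GRCm38 with Hisat2 and deposited 1 table with a count and an FPKM value for each gene and tumor. The count values are whole numbers of reads, and the authors did not normalize them. The FPKM values that the authors deposited divide the count by the length of the gene and by the total count of the tumor. This was checked on the 8975 genes with at least 100 counts in every tumor, where the largest ratio between tumors of the length implied by count and FPKM was 1.00. The table lists 34745 genes by Ensembl identifier, of which 14468 had no count in any tumor, and 59 symbols carry more than 1 identifier. For a symbol in a gene list, the identifier with the largest total count was used. All 12 columns of values belong to these tumors, and 0 columns were left unused. The groups were taken from the genotypes in the labels of the samples and from the Fig. 4 legend, which gives 3 tumors for each group.

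From the counts, genes were filtered with filterByExpr (a minimum count of 10 and a minimum total count of 15), scaled by TMM normalization and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over the 13892 genes tested. A gene was called at an adjusted p under 0.05 with a fold change of at least 2 or at most 0.5, which are the limits the paper gives. The statistics section of the paper names tests for measurements of 2 or more groups, and its text names no test across genes. CPM were taken with the TMM-scaled library size, except for totals of kidney and other tissue markers, which were divided by the total count, and log2 CPM per tumor were taken with a prior count of 2. Single genes were also compared by an exact two-sided permutation test over the log2 CPM of the 6 tumors, whose smallest p is 0.1.

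Lists of genes were written by hand and are not the lists of KEGG or Reactome. They were tested with camera at a preset correlation of 0.01 on voom values (limma 3.58.1), with camera at an estimated correlation, and with fry. The 2 lists of the GSEA panel were also tested by preranked GSEA on the signal-to-noise ratio with 10000 permutations of genes (fgsea 1.28.0), and the 8 lists after the KEGG plot by Fisher's exact test against all genes tested. A further 19 lists cover cell types and processes. Lists of kidney genes, of interferon-gamma target genes and of genes of 6 other tissues were added after results had been seen. The kidney and interferon-gamma lists were written before the values of their own genes were examined, but 9 of the 22 interferon-gamma genes are in a list whose result was known. No tested gene of a list was at or under 3 counts in all tumors of a group.

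Named genes were fixed before the data were examined as the 15 genes the paper names for this comparison, and the 5 genes that fell and the 5 genes that rose most among genes past the limits with a mean of at least 1 CPM and groups that do not overlap, with predicted genes passed over. As no gene passed the limits, the second part of the rule added none. Other genes are named with the remark that they were chosen after their values were seen.

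Alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, library size without TMM, no filter beyond 1 count, a mean of at least 1 CPM, the exact test of edgeR, limma-voom, FPKM with a pseudocount of 1 for single genes, and each tumor left out in turn. The tests were tried on simulated data, with counts drawn from the means, dispersions and library sizes of these tumors and 200 genes changed 4-fold, of which 191 passed the filter. The quasi-likelihood test recovered 79.1% of these 191 genes among 13686 tested, with 10 false calls, and 0 genes were called in the wrong direction.

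Between 18440244 and 27976598 reads were counted per tumor. A count of 0 allows a level of up to 0.107 to 0.163 CPM, taking 3 counts as the limit, and this covers counting error only. The number of tumors, 3 in each group, limits the precision. Measurements of other experiments, such as RT-PCR, immunoblots, immunohistochemistry and cell lines, were not analysed here. Residual reads from the deleted exons of *Prmt3* cannot be separated in counts per gene and were not analysed here.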

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

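All tests in this part were chosen after the result was seen.

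Kidney transcripts were found in all tumors at trace level, with more in *Prmt3* LKO tumors, among genes the paper does not discuss. The first genes noticed were *Kap* and *Slc34a1*, with 60, 69 and 68 counts of *Kap* and 3, 3 and 2 counts of *Slc34a1* in *Prmt3* f/f replicates 7, 66 and 71, and 129, 182 and 114 counts and 14, 53 and 16 counts in *Prmt3* LKO replicates 92, 93 and 94. A list of 22 other kidney markers was then written before their values were examined, but the total and the count of markers below were chosen after seeing them, after other statistics on these markers had been tried. *Umod* had 7, 8 and 6 counts in the *Prmt3* f/f tumors and 35, 20 and 24 in the *Prmt3* LKO tumors. The 19 markers with a mean under 1 CPM over all tumors summed to 4.89 ± 0.770 CPM (SD, n = 3) in *Prmt3* LKO tumors and 1.77 ± 0.467 CPM (SD, n = 3) in *Prmt3* f/f tumors, with 86 to 106 counts against 26 to 59 (exact two-sided permutation test, p = 0.1, the smallest possible). The other 3 markers, *Gpx3*, *Miox* and *Cyp4b1*, had at least 145 counts in every tumor, where a trace from another tissue would not show. The mean of *Gpx3* was lower in *Prmt3* LKO tumors, but the groups overlapped. It had 1242, 650 and 546 counts in *Prmt3* f/f replicates 7, 66 and 71, and 475, 415 and 580 in *Prmt3* LKO replicates 92, 93 and 94. Of the 22 markers, 6 were at or under 3 counts in every tumor.

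Kidney RNA in the samples may be the source, since 8 of the 13 kidney markers with a mean under 1 CPM and above 3 counts in some tumor were higher in every *Prmt3* LKO tumor than in every *Prmt3* f/f tumor, and 0 were lower in every one, where chance gives 5% in each direction. Genes are not independent replicates, most of these counts are near the floor, and the 5 other markers overlapped between the groups. A difference in library size is argued against, as the median total count of *Prmt3* LKO tumors was 0.918 of that of *Prmt3* f/f tumors. RNA or reads from several other tissues would raise their markers too. The 6 other tissues examined were pancreas, muscle and heart, brain, testis, intestine and lung. However, 0 of the 6 had a higher total of markers under 1 CPM in every *Prmt3* LKO tumor than in every *Prmt3* f/f tumor. For 1 of the 6, brain, the total was lower in every *Prmt3* LKO tumor, with 38, 41 and 34 counts against 47, 89 and 106. A full separation therefore also arose in the other direction. Mean totals in *Prmt3* f/f and *Prmt3* LKO tumors were 0.296 and 1.56 CPM for pancreas, 2.53 and 1.31 for muscle and heart, 3.36 and 1.89 for brain, 0.0158 and 0 for testis, 0.0575 and 0.0331 for intestine, and 0.767 and 0.743 for lung. The higher pancreas mean rests on *Prmt3* LKO replicate 92, with 68 counts against 6 and 14 in the other *Prmt3* LKO tumors. Whether kidney RNA entered with the tissue, at library preparation or on the sequencer, and whether tumor cells of *Prmt3* LKO mice transcribe such genes, was not tested. The labels name no batch, and a batch that follows the genotype stays open.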

How the results depend on the processing

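The count of genes past the limits was 0 in both directions with library size only, with a mean of at least 1 CPM, with limma-voom, and in the 6 fits that each left out 1 tumor. DESeq2 called 43 genes lower and 9 higher, the edgeR exact test 35 lower and 5 higher (*Trim26*, *Kap*, *Rdh9*, *Umod* and *Slc34a1*), and the fit without a filter 2 lower, *Bola1* and *Wdfy1*. These genes were chosen after their values were seen. DESeq2 and the exact test shared 37 of their 52 and 40 calls. On simulated data with 4-fold changes these tests also made more false calls, 47 and 43 against 10. The share of false calls among the genes they called in these tumors was not measured. Adjusted p alone, without the fold-change limits, gave 0 genes. With settings chosen after seeing the data, an unadjusted p under 0.05 gave 246 lower and 44 higher. Dropping the filter as well gave 455 and 119, and DESeq2 without filter at an unadjusted p gave 377 and 79. The cause of these differences was not tested.

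*Prmt3* passed an adjusted p of 0.05 with DESeq2 (log2 fold change -1.55) and with the exact test (-1.55), and in none of the other settings, where it ranged from -1.80 to -0.81, the latter on FPKM. *Cd276* ranged from -0.29 to 0.022 across the 6 fits that each left out 1 tumor, with its sign turned without *Prmt3* LKO replicate 94; the cause was not tested. *Cd274* kept its direction in all 13 settings, from -0.87 to -0.37, as did *H2-Ab1* (-1.10 to -0.60), *Cd80* (-3.36 to -0.76), *Cd86* (-0.65 to -0.34) and *Lgals9* (0.15 to 0.30), and none of them passed an adjusted p of 0.05. The medians of the PD-1 and CD28 lists kept their direction and a p under 0.05 in all 12 settings each. In most of these settings, including each tumor left out, the p came from camera at the preset correlation. Fry and the estimated correlation were run for these lists on all tumors only.

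Of the 8 lists after the KEGG plot, an excess of called genes was found for 1 with DESeq2 (primary immunodeficiency), for 2 with the exact test (also hematopoietic cell lineage), and for 0 under the other alternatives named in the summary of processing. Both alternatives chosen after seeing the data, an unadjusted p and camera on the medians, gave 5. Of the 19 lists of cell types and processes, 11 were past an adjusted p of 0.05 with camera at a preset correlation, and 0 with fry and 0 with an estimated correlation. Leaving out 1 tumor gave 9 to 14.

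Medians of some lists changed sign when a tumor was left out: retinol metabolism (-0.063 to 0.38), complement and coagulation (-0.16 to 0.078), endothelial cells (-0.15 to 0.040), stellate cells and fibroblasts (-0.63 to 0.038), hepatocytes (-0.073 to 0.27), liver tumor markers (-0.68 to 0.18), proliferation (-0.40 to 0.20), Y chromosome (-0.025 to 0.32) and male-biased liver genes (-0.63 to 0.65). The cause was not tested. Among the values of single lists and other named genes under the alternatives, 40 were weaker, 17 stronger and 14 reversed, and the others kept direction and call. The pseudocount and filter set for tables without counts were not run, as the table holds counts. No paired analysis was possible because no replicate number occurs in both groups. The low counts of *Cd80* and *Pdcd1* limit the precision of their fold changes.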

Differences from the paper's values

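The paper reports 534 downregulated genes, and 0 genes were lower in *Prmt3* LKO tumors here at the same limits. It reports 126 upregulated genes, and 0 were higher here. None of the alternatives set before the data were examined closed the gap, with at most 43 genes lower and 9 higher, both with DESeq2. With no filter on low counts and an unadjusted p under 0.05, chosen after seeing the values, 455 genes were lower and 119 higher, both within 1.5 times the numbers of the paper. With DESeq2, no filter and an unadjusted p, also chosen after seeing the values, 377 were lower, within 1.5 times the number of the paper, and 79 were higher, which is not.

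The normalized enrichment score of PD-1 signaling was -1.85, against about -1.5 in Fig. 4B of the paper, read by eye. That of co-stimulation by the CD28 family was -1.94, against about -1.5 in Fig. 4B, read by eye. The SD of the score over the 6 fits that each left out 1 tumor was 0.0924 and 0.122. This SD was taken as the error after the scores were seen, and with an error of 0.5, as first set, neither score would count as different. None of the alternatives set before the data were examined closed either gap, with scores from -1.98 to -1.72 for PD-1 signaling and from -2.08 to -1.73 for the CD28 family. The lists used here were written by hand, so the scores do not come from the same genes.

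The paper names *Cd276* among the checkpoint genes that were lower in *Prmt3* LKO tumors, where the log2 fold change here was -0.14 with a standard error of 0.19. For the pathways of its KEGG plot, where 0 lists had an excess of called genes here, DESeq2 reached it for primary immunodeficiency, and the edgeR exact test for primary immunodeficiency and hematopoietic cell lineage.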

Other observations

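The tests of scaling, of single tumors, of leukocyte content, of the interferon-gamma list, and the counts of splits for numbers of genes and for the fifth smallest p were chosen after the results they concern had been seen.

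Other splits of the tumors were compared with the split by genotype. The 6 tumors can be divided into 3 and 3 in 10 ways, so the share of splits cannot go under 0.1. All 10 of the splits gave at least the 0 genes past the limits that the genotypes gave with edgeR, and all 10 gave as many of the KEGG-type lists with an excess of called genes, which was 0, so these counts decide nothing. A split that mixes genotypes gave 3 genes with edgeR. With DESeq2, 3 of the 10 splits gave as many as the 52 genes of the genotypes, and the largest count, 133, came from a split that mixes genotypes. At an unadjusted p under 0.05 with the fold-change limits, 4 of the 10 splits gave as many as 290 genes. The median of the PD-1 list was farthest from 0 in the split by genotype, 1 of the 10 splits, with 0.56 as the largest distance in another split, and the median of the CD28 list likewise in 1 of the 10, with 0.13 against 0.14. For the lists of cell types and processes, 3 of the 10 splits gave as many as 11 past an adjusted p of 0.05 with camera at a preset correlation. Whether the counts reflect genotype or differences between single tumors cannot be told apart with 10 splits.

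Leukocyte genes were lower as a group in *Prmt3* LKO tumors. The median log2 fold change was -1.06 for T cells, -0.66 for cytotoxic lymphocytes, -0.53 for B cells, -1.46 for plasma cells, -0.44 for Kupffer cells and macrophages, -0.88 for dendritic cells and -1.37 for neutrophils. Their mean level was lower in every *Prmt3* LKO tumor than in every *Prmt3* f/f tumor. Over the 82 tested genes of these lists other than those the paper names, 80 were lower, with a median of -0.83 (fry, p = 0.00555). A difference in scaling moves all genes of a library alike and is argued against, as the mean log2 CPM of these genes relative to all genes tested went from -1.27 ± 0.142 (SD, n = 3) in *Prmt3* f/f tumors to -2.13 ± 0.271 (SD, n = 3) in *Prmt3* LKO tumors. The difference was -0.86, and all 3 *Prmt3* LKO tumors lay below all 3 *Prmt3* f/f tumors (exact two-sided permutation test, p = 0.1, the smallest possible). *Prmt3* LKO replicate 92 had the lowest T cell genes. Without it, the median over the genes of the 7 leukocyte lists, other than those the paper names, was -0.63. Without *Prmt3* f/f replicate 7 that median was -0.81, so neither tumor alone accounts for the difference. The p from fry was 0.0136 and 0.0116 in these fits. The median of the cytotoxic list was -0.34 without *Prmt3* LKO replicate 92 and -1.14 without *Prmt3* LKO replicate 93. A lower share of leukocytes in the *Prmt3* LKO tumors sequenced may underlie these values, as 7 of 7 leukocyte lists had a median below 0 while hepatocyte genes had a median of 0.14 and endothelial genes of -0.10. The median was also below 0 for cholangiocytes, at -0.61 with 5 of 8 genes lower. For stellate cells and fibroblasts it was -0.30, with 12 of 13 genes lower, but 0.038 without *Prmt3* f/f replicate 66. In both of these lists the tumors of the 2 genotypes overlapped (exact two-sided permutation test on the mean level, p = 0.3 and 0.7). All 15 genes in the list of Kupffer cells and macrophages were lower, by differing amounts. Among genes of this list chosen after their values were seen, *Marco* (-2.28), *Lyz2* (-1.56) and *Timd4* (-1.29) fell. *Clec4f* (-0.052, standard error 0.28), *Cd5l* (-0.091, standard error 0.20) and *Folr2* (-0.12, standard error 0.35) differed by less than their standard error. Whether every leukocyte type was less frequent, resident Kupffer cells included, therefore stays open. Lower transcription of these genes within the cells stays open and was not tested, as does the position in the tumor from which RNA was taken.

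A lower share of leukocytes is also a candidate explanation for the lower *Cd274*. *Ptprc*, which encodes the leukocyte antigen CD45, had a log2 fold change of -0.81 (standard error 0.15, adjusted p = 0.592 from edgeR). The level of *Cd274* relative to *Ptprc* differed by 0.19 on the log2 scale between genotypes, from -2.68 ± 0.263 (SD, n = 3) in *Prmt3* f/f to -2.49 ± 0.342 (SD, n = 3) in *Prmt3* LKO tumors (exact two-sided permutation test, p = 0.5). *Cd274* therefore did not fall further than *Ptprc*. A fall of similar size within tumor cells would give the same ratio, so the ratio does not tell which cells account for the lower *Cd274*. The paper reports lower Pdl1 RNA and protein in cultured hepatoma cells after *Prmt3* knockout, and higher levels after overexpression. Leukocytes of a tumor play no part in those cultures. A lower interferon-gamma response is a further possible explanation. Its list of target genes, of which 9 of 22 are also in the list of interferon-stimulated genes, had a median of -0.63 with 20 of 21 tested genes lower (fry, p = 0.0295; camera with an estimated correlation, p = 0.0481; 0.0591 and 0.0962 when adjusted over the 2 added lists). Leukocytes express many of these genes, so these explanations overlap, and an effect of lactate or of histone lactylation in tumor cells was not tested by these data.

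By immunohistochemistry the paper finds more CD8+ T cells in *Prmt3* LKO mice. It also finds more of them in tumors grown from *Prmt3* knockout cells in immunocompetent mice. By immunofluorescence it finds a larger share of Granzyme B+ cells and a smaller share of PD-1+ cells among CD8+ T cells. Transcript levels of whole tumors do not measure these shares. In the 6 tumors sequenced, *Cd8a* went from 5.93 ± 0.831 CPM (SD, n = 3) to 2.14 ± 0.783 CPM (SD, n = 3), a log2 fold change of -1.46 (standard error 0.32, adjusted p = 0.592 from edgeR, and 0.0204 to 1.00 over the alternatives, lowest with DESeq2). All 3 *Prmt3* LKO tumors lay below all 3 *Prmt3* f/f tumors (exact two-sided permutation test, p = 0.1). *Gzmb* had a log2 fold change of -1.16 (standard error 0.51, adjusted p = 0.762) and *Pdcd1* of -1.66 (standard error 0.71, adjusted p = 0.756). *Gzmb* was -0.59 without *Prmt3* f/f replicate 71 and *Pdcd1* -2.85 without *Prmt3* LKO replicate 93. *Mki67*, which encodes Ki67, had -0.29 (standard error 0.26, adjusted p = 0.929), and -0.047 without *Prmt3* f/f replicate 7. Of the 15 genes the paper names, *Prmt3* and *Cd8a* were under 0.05 when adjusted over the list alone, and 0 were under 0.05 over all genes tested.

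The genes of the lactate pathway that the paper names were not lower in *Prmt3* LKO tumors. *Pdk1*, which encodes PDHK1, had a log2 fold change of 0.38 (standard error 0.19, adjusted p = 0.784), *Ldha* of 0.12 (standard error 0.19, adjusted p = 0.968), *Gapdh* of 0.37 (standard error 0.24, adjusted p = 0.877) and *Pdha1* of 0.057 (standard error 0.14, adjusted p = 0.984). *Gapdh* and *Pdha1* overlap *Iffo1* and *Map3k15*. The median of the glycolysis and lactate list was 0.21, and from 0.076 without *Prmt3* f/f replicate 7 to 0.34 without *Prmt3* f/f replicate 71. With a tumor left out, *Pdk1* ranged from 0.23 to 0.56, *Ldha* from 0.026 to 0.27, *Gapdh* from 0.16 to 0.57 and *Pdha1* from 0.0092 to 0.091. Transcript levels carry no information on the methylation or activity of PDHK1.

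The other lists had medians of -0.69 for lymphoid aggregates, -0.21 for interferon-stimulated genes, -0.61 for cholangiocytes, -0.10 for endothelial cells, -0.30 for stellate cells and fibroblasts, -0.35 for liver tumor markers, -0.14 for proliferation, -0.16 for male-biased and -0.35 for female-biased liver genes and 0.20 for Y chromosome genes. With camera at a preset correlation, the lists of lymphoid aggregates, interferon-stimulated genes and cholangiocytes passed an adjusted p of 0.05 among these, and glycolysis and lactate did so as higher. The calls for cholangiocytes and for glycolysis and lactate depend on single tumors. That for cholangiocytes was lost without *Prmt3* f/f replicate 7 or 66 and without *Prmt3* LKO replicate 92 or 93, with adjusted p from camera between 0.0501 and 0.281. That for glycolysis and lactate was lost without *Prmt3* f/f replicate 7 or 66 and without *Prmt3* LKO replicate 93 or 94, with adjusted p from camera between 0.0673 and 0.840. Other calls appeared only with a tumor left out. Proliferation was called higher without *Prmt3* f/f replicate 7 (0.20, adjusted p = 0.0405 from camera). It was called lower without *Prmt3* f/f replicate 71 (-0.33, adjusted p = 0.00988) or *Prmt3* LKO replicate 93 (-0.40, adjusted p = 0.00546). Stellate cells and fibroblasts, liver tumor markers, and male-biased and female-biased genes were each called lower in some of these fits. With a tumor left out, the median moved to -1.45 for lymphoid aggregates without *Prmt3* LKO replicate 93, to -0.076 for interferon-stimulated genes and -0.31 for cholangiocytes without the same tumor, and to -1.17 for female-biased genes without *Prmt3* LKO replicate 94. The kidney list, with 5 of 22 genes tested, had a median of 0.15.

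The 5 genes with the smallest unadjusted p, among them *Bola1*, differed between genotypes by more than the spread within each. They were chosen after their values were seen. *Wdfy1* went from 28.1 ± 4.14 to 9.13 ± 0.940 CPM (SD, n = 3 each), *Ypel2* from 13.6 ± 0.646 to 6.13 ± 0.701 CPM, and *Trim26* rose from 14.4 ± 0.962 to 31.0 ± 4.26 CPM. The fifth smallest p was as small in 3 of the 10 splits of the tumors. *Apc* had a log2 fold change of -1.57 (standard error 0.19, adjusted p = 0.204). None of the 10 genes with the smallest p lies on the chromosome of *Prmt3*. Of the 79 genes within 5 megabases of *Prmt3*, 6.33% had an unadjusted p under 0.05, against 6.57% of other genes (Fisher's exact test, one-sided, p = 0.599). The paper describes both groups as carrying the floxed allele, so a segment linked to it may be shared. This comparison therefore decides little about a segment that differs between the groups. The region around the Alb-Cre transgene and strain differences elsewhere in the genome were not tested.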
